# Unreprogrammed H3K9me3 prevents minor zygotic genome activation and lineage commitment in SCNT embryos

**DOI:** 10.1038/s41467-023-40496-3

**Published:** 2023-08-09

**Authors:** Ruimin Xu, Qianshu Zhu, Yuyan Zhao, Mo Chen, Lingyue Yang, Shijun Shen, Guang Yang, Zhifei Shi, Xiaolei Zhang, Qi Shi, Xiaochen Kou, Yanhong Zhao, Hong Wang, Cizhong Jiang, Chong Li, Shaorong Gao, Xiaoyu Liu

**Keywords:** Embryology, Reprogramming, Pluripotency

## Abstract

Somatic cell nuclear transfer (SCNT) can be used to reprogram differentiated somatic cells to a totipotent state but has poor efficiency in supporting full-term development. H3K9me3 is considered to be an epigenetic barrier to zygotic genomic activation in 2-cell SCNT embryos. However, the mechanism underlying the failure of H3K9me3 reprogramming during SCNT embryo development remains elusive. Here, we perform genome-wide profiling of H3K9me3 in cumulus cell-derived SCNT embryos. We find redundant H3K9me3 marks are closely related to defective minor zygotic genome activation. Moreover, SCNT blastocysts show severely indistinct lineage-specific H3K9me3 deposition. We identify MAX and MCRS1 as potential H3K9me3-related transcription factors and are essential for early embryogenesis. Overexpression of *Max* and *Mcrs1* significantly benefits SCNT embryo development. Notably, MCRS1 partially rescues lineage-specific H3K9me3 allocation, and further improves the efficiency of full-term development. Importantly, our data confirm the conservation of deficient H3K9me3 differentiation in Sertoli cell-derived SCNT embryos, which may be regulated by alternative mechanisms.

## Abstract (web summary)

H3K9me3 is an epigenetic barrier to the reprogramming of somatic cells to a totipotent state during somatic cell nuclear transfer. Here, the authors uncover molecular mechanisms regulating H3K9me3 modifications in this process.

## Introduction

Somatic cell nuclear transfer (SCNT) refers to the transfer of a terminally differentiated somatic cell into an enucleated oocyte, which can reprogram the reconstructed embryo to a pluripotent state^1,2^. SCNT is of great value in animal resurrection and has vast prospective use in the treatment of human diseases^3–7^. To date, however, the development of cloned embryos is seriously defective, with undesired effects such as abnormal extraembryonic tissues and postnatal deficiency^8,9^. A large amount of evidence shows that a contributory cause of SCNT inefficiency lies in the donor cell-specific epigenome, which is not completely reprogrammed, resulting in a very large divergence from the fertilized embryos. These epigenetic memories include but are not limited to DNA methylation, histone modifications and 3D chromatin structures^9–17^.

H3K9me3 is generally considered to be one of the hallmarks of heterochromatin regions and plays important roles in gene regulation and transposon silencing^18–22^. H3K9me3-mediated heterochromatin remodeling is critical for natural reprogramming after fertilization, since either impairing or enforcing precocious acquisition of H3K9me3 results in compromised development^23–25^. During early embryonic development in mice, H3K9me3 exhibits distinct dynamic features in promoter and long terminal repeat (LTR) regions, and the precise deposition of H3K9me3 is pivotal to lineage specification^22,26,27^.

H3K9me3-mediated heterochromatin is also regarded as a barrier to cell fate changes^18,28–30^. A previous study showed that H3K9me3 in donor cell genomes is a major obstacle to somatic cell reprogramming and that incomplete removal of H3K9me3 may lead to abnormal zygotic genome activation (ZGA) in 2-cell SCNT embryos^12,31^. Reducing H3K9me3 can restore the activation of H3K9me3-blocked regions and significantly improve SCNT embryo development^12,32–34^. Moreover, donor-inherited H3K9me3 impedes the removal of topologically associated domains (TADs) during SCNT embryo development, while overexpressing *Kdm4b*, an H3K9me3 demethylase, partially ameliorates abnormal 3D chromatin structures^15^. These results suggest that H3K9me3 is resistant to cellular transformation and thus may reduce the efficiency of reprogramming and the quality of SCNT embryos.

However, it is unclear how H3K9me3 is reprogrammed during the early development of SCNT embryos. Furthermore, trophectoderm (TE) separated from *Kdm4b*-overexpressing SCNT blastocysts showed abnormal gene expression levels, much more similar to those of the fertilized inner cell mass (ICM), suggesting that indiscriminate depletion of H3K9me3 might interfere with the lineage-specific deposition of H3K9me3 in SCNT blastocysts. In this study, we charted the H3K9me3 modification landscapes during the preimplantation development of mouse SCNT embryos. Comparison of data from fertilized embryos identified largely defective H3K9me3 reprogramming during SCNT embryogenesis. We found that persistent occupancy of H3K9me3 largely blocked the activation of minor ZGA genes and that lineage-specific H3K9me3 deposition was not evident in SCNT embryos. Our study not only reveals the molecular mechanisms underlying the failure of SCNT-mediated reprogramming but also identifies critical regulators of lineage-specific H3K9me3 deposition.

## Results

### Genome-wide excess H3K9me3 modification is present throughout the preimplantation development of SCNT embryos

To investigate the dynamics of H3K9me3 modification during early development of SCNT embryos, we collected cumulus cells (CCs) and SCNT embryos from the 1-cell (1C) stage (6 h post activation, 6 hpa) to the embryonic day 4 (E4) blastocyst stage and performed ultra-low-input chromatin immunoprecipitation followed by sequencing (ULI-NChIP-seq) (Fig. 1a)^26,35,36^. Embryos at the blastocyst stage were separated into the ICM and TE utilizing the micromanipulation technique. The replicates of H3K9me3 at each embryonic stage showed Pearson correlation coefficients > 0.90, indicating the high reproducibility and quality of our ChIP-seq data (Supplementary Fig. 1a, b).

**Fig. 1:**
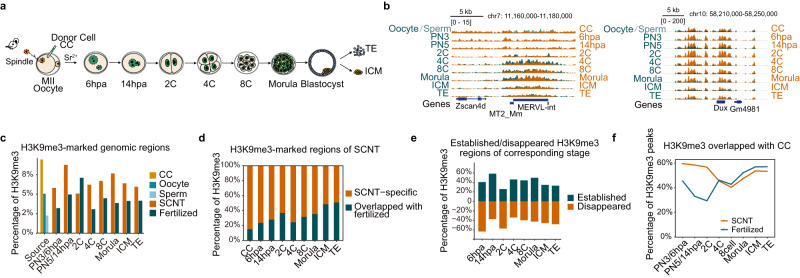
Genome-wide excess H3K9me3 modification throughout SCNT preimplantation development. **a** Schematic of the preparation of mouse somatic cell nuclear transfer (SCNT) embryos for genome-wide ChIP-seq analysis of H3K9me3. Samples of donor cells (cumulus cells, CC) and 6 h post activation (hpa), 14 hpa, 2-cell (2C), 4-cell (4C), 8-cell (8C) and morula-stage embryos and the inner cell mass (ICM) and trophectoderm (TE) of E4 blastocysts were analyzed. **b** Genome Browser view of RPKM value of H3K9me3 signals around the *Zscan4d, Dux* and MERVL loci in SCNT (orange) and fertilized (cyan) embryos. **c** The percentage of genomic regions covered by H3K9me3 peaks in SCNT and fertilized embryos. **d** The percentage of H3K9me3 peaks in SCNT embryos overlapping with the corresponding stage of fertilized embryos. **e** The fractions of established and removed H3K9me3 domains during SCNT embryo development. **f** The percentage of H3K9me3 in SCNT and fertilized embryos overlapping with that in donor cells (CC) during preimplantation development. Source data are provided as a Source Data file.

As expected, H3K9me3 modification in SCNT embryos was highly enriched in LTR and long interspersed nuclear element (LINE) regions, in accordance with the pattern in fertilized embryos (Supplementary Fig. 1c, d)^26^. Notably, we observed consistently more H3K9me3-occupied regions in SCNT embryos at various stages than in fertilized embryos (Fig. 1b, c). These marks may block not only ZGA but also reprogramming at later stages^12^. *Zscan4d*, *Dux* and MT2/MERVL, for example, are important totipotency markers that are activated at the 2-cell stage in fertilized embryos but repressed in SCNT embryos^12,37–41^. The persistent H3K9me3 marks maintained from the donor cells to the 2-cell stage may be responsible for the silenced state of these regions in SCNT embryos because these regions in fertilized embryos showed almost no H3K9me3 signal (Fig. 1b). In general, the H3K9me3 signals in SCNT embryos were largely distinguished from those in fertilized embryos, suggesting a unique SCNT-mediated reprogramming process (Fig. 1d, e). Moreover, the reprogramming of H3K9me3 is highly dynamic during the preimplantation development of SCNT embryos, with drastic removal and deposition of H3K9me3 (Fig. 1e). Notably, H3K9me3 marks from the donor cells (CC) were gradually removed before the 8-cell stage, but the excessive H3K9me3 regions before ZGA in SCNT embryos may have significant effects (Fig. 1f). The dynamic trend of the CC-overlapped H3K9me3 in SCNT and fertilized embryos converged after the 2-cell stage, which was promptly restored at the morula and blastocyst stages, probably as a window of priming for further lineage segregation and development (Fig. 1f).

### Global loss of H3K9me3 occurs shortly after SCNT activation, accompanied by CpG-biased H3K9me3 deposition

In addition to the overall profile of H3K9me3 reprogramming during early SCNT embryogenesis, we were interested in the precise details of H3K9me3 remodeling, the underlying mechanisms and the difference compared with fertilized embryos.

It is worth mentioning that large-scale loss of H3K9me3 was observed in donor cells shortly after activation (Fig. 1c, e), with partial restoration at 14 hpa. Immunofluorescence staining of H3K9me3 in SCNT embryos from 5 mpi (minutes post-injection of donor cells) to 14 hpa showed the same trend (Supplementary Fig. 2a, b). Since PN3 is regarded as the stage of S-phase entry, we sought to determine whether DNA replication is responsible for this mass attenuation of H3K9me3^42^. Thus, at 0 hpa, we treated SCNT embryos for 6 h with aphidicolin, an inhibitor of DNA replication. We found no significant change in the H3K9me3 intensity, which suggested a replication-independent mechanism underlying this quick and large-scale loss of H3K9me3 (Supplementary Fig. 2c, d).

Interestingly, in addition to the global loss of H3K9me3 at 6 hpa, we also observed abundant enrichment of de novo H3K9me3 in CpG islands (CGIs) and promoters (Fig. 2a and Supplementary Fig. 2e). We defined de novo, inherited, and erased H3K9me3 based on the changes from CC to 6 hpa, and further found that most of the promoters with de novo H3K9me3 (1656/2595, ~65%) also possessed a high CpG content, in contrast to the low percentage of de novo H3K9me3 in promoters possessing a low CpG content (226/5902, ~3.8%), while no preference for CpG content was observed in promoters with CC-inherited H3K9me3 (Fig. 2b). We then sought to determine the significance of such CpG-biased behavior. Surprisingly, regions with de novo H3K9me3 in 6 hpa SCNT embryos also showed H3K9me3 deposition in the paternal pronuclei of PN3 zygotes but not in the corresponding maternal pronuclei (Fig. 2c). Notably, the de novo H3K9me3 in 6 hpa SCNT embryos was also consistent with the enrichment of H3K9me3 in CGIs in oocytes (Supplementary Fig. 2f). Moreover, the genes marked by H3K9me3 in MII oocytes and by de novo H3K9me3 in 6 hpa SCNT embryos were both enriched in gene ontology (GO) terms related to organ morphogenesis (Supplementary Fig. 2g). De novo H3K9me3 tends to suppress premature expression, priming genomic regions for chromatin compaction at later developmental stages^24,26^. These results indicate that the reprogramming of H3K9me3 in SCNT embryos tends to simulate the developmental state of fertilized embryos.

**Fig. 2:**
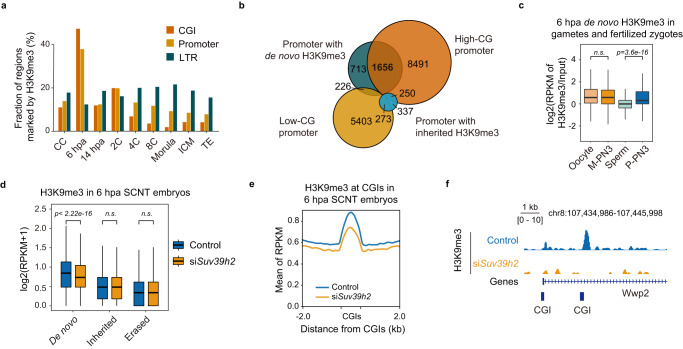
CG-biased de novo H3K9me3 establishment appears shortly after SCNT activation. **a** The fractions of CpG island, promoter and LTR regions marked by H3K9me3 peaks. **b** The overlap of promoters with de novo H3K9me3, inherited H3K9me3 from CCs, high CpG density and low CpG density at 6 hpa. **c** The H3K9me3 signal in oocytes, maternal pronuclei of fertilized zygotes, sperm and paternal pronuclei of fertilized zygotes in de novo H3K9me3 regions at 6 hpa. **d** The H3K9me3 signals in de novo, inherited and erased H3K9me3 regions in control and si*Suv39h2* SCNT embryos at 6 hpa. **e** H3K9me3 signals around CpG-islands in si*Suv39h2* and control SCNT embryos at 6 hpa. **f** H3K9me3 signals around the *Wwp2* gene locus in si*Suv39h2* and control SCNT embryos at 6 hpa (**c**). Statistical significance was calculated with a two-tailed Wilcoxon rank-sum test (**d**). Statistical significance was calculated with a two-tailed Student’s *t* test. ns, no significance. Source data are provided as a Source Data file.

Inspired by a previous study suggesting that SUV39H2 catalyzes de novo H3K9me3 in the paternal pronucleus after fertilization^24^, we knocked down *Suv39h2* in SCNT embryos by siRNA injection (Supplementary Table 1). As expected, the abundance of de novo H3K9me3 at 6 hpa was significantly reduced, while the inherited and erased H3K9me3 were unaffected (Fig. 2d). Furthermore, H3K9me3 at CGIs in 6 hpa SCNT embryos was dramatically diminished after *Suv39h2* knockdown (Fig. 2e, f). In conclusion, H3K9me3 exhibits genome-wide loss, accompanied by CpG-biased de novo deposition shortly after activation. SUV39H2 catalyzes the de novo deposition of H3K9me3 at 6 hpa, completing the transition of donor cells from a somatic state to an intermediate gamete-like state and finally to a zygote-like state in SCNT embryos, which attempts to simulate the chromatin state of fertilized embryos.

### Activation of minor ZGA genes is blocked by CC-inherited H3K9me3

H3K9me3 modifications in somatic cells are considered to be a barrier to cell fate changes and cover the regions that failed to be activated in 2-cell SCNT embryos^12^, Meanwhile, the establishment of H3K9me3 in early embryos are also of significant importance^26^. These emphasize the importance of revealing how the H3K9me3 modifications in donor cells were removed or inherited before ZGA. To address this uncertainty, we classified H3K9me3 regions based on whether they could be erased until 14 hpa, when minor ZGA occurred (Supplementary Fig. 3a, b). H3K9me3 removed at 6 hpa or 14 hpa was defined as “reprogrammed H3K9me3 (rpgH3K9me3)” (6 hpa-rpg and 14 hpa-rpg), while H3K9me3 maintained at 14 hpa or 2-cell stage was defined as “unreprogrammed H3K9me3 (unrpgH3K9me3)” (14 hpa-unrpg and 2C-unrpg). H3K9me3-marked heterochromatin domains prevent the binding of diverse transcription factors (TFs) and are negatively correlated with chromatin accessibility^43^. As expected, chromatin accessibility in SCNT embryos exhibited a dramatically lower level in unrpgH3K9me3 regions, compared to those rpgH3K9me3 regions (Supplementary Fig. 3c)^44^. Interestingly, the binding motifs of chromatin structure-related TFs, such as CTCF, were more likely to be located in the rpgH3K9me3 regions (Fig. 3a). This might be because the boundaries of TADs in heterochromatin regions of CCs are much more easily affected by reprogramming factors. In contrast, the binding motifs of TFs related to enhancer-promoter interactions, including YY1, were more likely to be packaged in unrpgH3K9me3 regions, which might hinder the enhancer-dependent activation of ZGA genes (Fig. 3a)^44^. Furthermore, overexpression (OE) of *Kdm4b* can erase H3K9me3 signals in those regions that were unreprogrammed (Supplementary Fig. 3d, e and Supplementary Table 2).

**Fig. 3:**
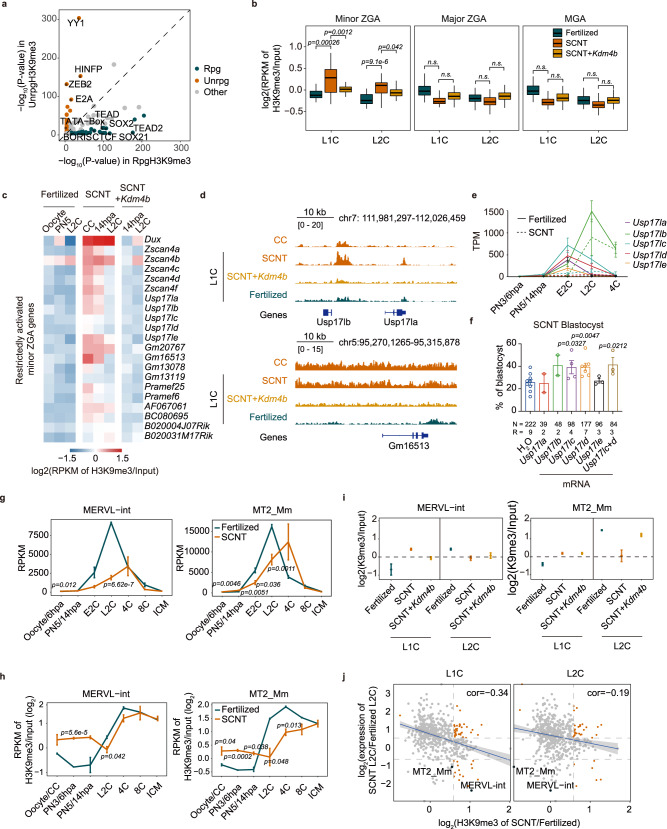
Unreprogrammed H3K9me3 directly blocks minor ZGA and delays LTR activation. **a** *P*-values (−log10 transformed) of representative gene motifs in rpgH3K9me3 (reprogrammed) and unrpgH3K9me3 (unreprogrammed) regions. **b** H3K9me3 signals on ZGA and MGA genes in late 1-cell and late 2-cell fertilized, SCNT and SCNT+*Kdm4b* embryos. **c** H3K9me3 signal on restrictedly activated minor ZGA genes in fertilized, SCNT and SCNT+*Kdm4b* embryos. **d** H3K9me3 signal around the *Usp17lb, Usp17la* and *Gm16513* loci in CC, SCNT, SCNT+*Kdm4b* and fertilized embryos at the late 1-cell stage. **e** Expression level of *Usp17l* family genes in fertilized and SCNT embryos. *n* = 6 (SCNT) and *n* = 2 (Fertilized, from published data^82^ [GSE71434]) biologically independent samples. **f** The blastocyst rate of SCNT embryos after overexpression of *Usp17l* family genes. *N* indicates the total number of embryos. *R* indicates the number of replicates. **g** The mean expression level of MERVL-int and MT2_Mm in SCNT and fertilized embryos. *n* = 2 (Fertilized, from published data^82^ [GSE71434]) and *n* = 6 (SCNT) biologically independent samples. **h** The dynamics of the mean H3K9me3 signal of MERVL-int and MT2_Mm in SCNT and fertilized embryos. The number of biologically independent samples: *n* = 2 for SCNT-ICM and the fertilized group from a previous publication^26^ (GSE97778); *n* = 4 for CC and SCNT-6 hpa; *n* = 3 for SCNT-14 hpa, L2C, 4C, and 8C. **i** The mean H3K9me3 signals of MERVL-int and MT2_Mm loci in fertilized, SCNT and SCNT+*Kdm4b* embryos at the late 1-cell and late 2-cell stages. The number of biologically independent samples: *n* = 2 for SCNT+*Kdm4b*-L1C and the fertilized group from a previous publication^26^ (GSE97778); *n* = 3 for SCNT group and SCNT+*Kdm4b*-L2C. **j** The correlation of expression and H3K9me3 signal of LTRs in SCNT embryos compared with fertilized embryos. The Pearson correlation coefficient is shown. The red points indicate LTRs with significant changes in both H3K9me3 and expression levels. The gray points indicate other LTRs (**e**–**i**). Data are presented as mean values ± SEM (**b**). Statistical significance was calculated with a one-tailed Wilcoxon rank-sum test (**f**–**h**). Statistical significance was calculated with a two-tailed Student’s *t* test. ns, no significance. Source data are provided as a Source Data file.

To further understand how the H3K9me3 modifications in donor cells affect normal ZGA in SCNT embryos, we initially defined genes that were restrictedly, partially and fully activated during minor ZGA, major ZGA and MGA (mid-preimplantation gene activation; refers to the activation of genes at the 4-cell and subsequent stages), according to their expression levels compared to those in fertilized embryos (Supplementary Fig. 3f, g). 

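RNA from CCs and from cumulus cell-derived SCNT embryos was sequenced by Smart-seq2, an assay that copies polyadenylated RNA from a few cells. There were 3 CC libraries, 5 libraries at 4C and 6 libraries at each of 6 hpa, 14 hpa, E2C, L2C, 8C and morula and of the ICM and TE of blastocysts. For each library the authors deposited a gene table from StringTie with the coverage, FPKM and TPM of each gene, and the TPM values are used here. Every table lists the loci assembled from that library, whose TPM sums to 1000000, and beside them 24421 reference genes. In the 53 SCNT libraries the TPM of the reference genes summed to between 30.4% and 90.9% of that total, with a median of 73.5%. The tables give no read counts, so the number of reads behind a gene is not known. Coverage divided by FPKM, which under StringTie's formula is the number of aligned gigabases, ranged from 1.90 to 5.17 with a median of 3.15. Between 6177 and 11771 reference genes per SCNT library reached 1 TPM, with a median of 9284. All 53 SCNT libraries entered one limma fit of log2(TPM + 1), and 11867 genes with a mean TPM of at least 1 were tested. On this scale a change in a gene with low TPM is understated. At E2C, 692 genes differed at least 2-fold from 14 hpa with an adjusted p under 0.05 in limma, of which 330 were higher and 362 lower. The replicates numbered 1 to 3 and those numbered 4 to 6 gave different counts. Among replicates 1 to 3 alone, 1012 genes were higher and 306 lower, and among replicates 4 to 6 alone, 66 were higher and 665 lower. From E2C to L2C, 2812 genes rose and 1329 fell, 4141 in all, with 2578 genes among replicates 1 to 3 and 4702 among replicates 4 to 6. Quantile normalization, which removes a median shift of 0.26 on the log2 scale at this step, gave 2307 rises and 2486 falls. Libraries with the same replicate number deviated from their stage means together across genes (r = 0.165 for 14 hpa and E2C, r = 0.118 for E2C and L2C). With the replicate number as a replicate block, the counts were 831 genes for E2C against 14 hpa and 4311 for L2C against E2C. The largest rises at E2C with no overlap between the libraries of the compared stages were Guca1a, with a log2 fold change of 3.33 (standard error 0.51, limma adjusted p = 8.4e-06), and Nmb, with 3.26 (standard error 0.57, limma adjusted p = 6.9e-05). The largest falls were Gspt2, with -3.05 (standard error 0.41, limma adjusted p = 7.8e-07), and Bms1, with -2.87 (standard error 0.55, limma adjusted p = 3.1e-04). At L2C they were Obox6 (5.14) and Crip1 (4.51) among the rises and AU022751 (-4.46) and Rfpl4 (-4.45) among the falls. The published libraries of oocytes and fertilized embryos that define restricted, partial and full activation were not analysed here.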

Notably, only minor ZGA-restricted genes were significantly enriched by H3K9me3 from donor cells (Fig. 3b). Moreover, the CC H3K9me3 level showed a positive correlation with the degree of repression of minor ZGA genes in SCNT embryos, but was unrelated to the major ZGA and MGA genes (Supplementary Fig. 3h). It is worth mentioning that the majority of H3K9me3-marked regions in CC showed reduced H3K9me3 signal and were identified as reprogrammable H3K9me3 regions (Supplementary Fig. 3b), which suggested that these H3K9me3 modifications may not be strong enough to directly and completely block the transcription of the marked major ZGA genes. Next, we sorted the list of minor ZGA-restricted genes that were directly covered by persistent H3K9me3 in SCNT embryos (Fig. 3c). The affected genes included *Dux* and its target genes (such as *Zscan4* family genes), which have been proven to be important for preimplantation development (Fig. 3c and Supplementary Fig. 3i)^17,38,39,45^. 

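Dux is listed once, on chromosome 10 of mm10 from 58230651 to 58232675, and is a gene with further copies in the genome between which reads could be split. Its TPM in SCNT embryos was 0.182 ± 0.133 (SD, n = 6) at 14 hpa, 0.322 ± 0.755 (SD, n = 6) at E2C and 0.322 ± 0.416 (SD, n = 6) at L2C. Replicate 4 held 1.86 TPM at E2C, and the other E2C libraries held at most 0.0707. The difference between E2C and 14 hpa was 0.04 on the log2(TPM + 1) scale (two-sided exact permutation test over 924 splits, p = 0.998), and it was -0.49 with a pseudocount of 0.1 and -0.19 among replicates 1 to 3. The Zscan4 genes lie side by side on chromosome 7 and are near-identical copies, so their single values are uncertain. Zscan4c, from 11005745 to 11010547, had 2.52 ± 1.42 TPM (SD, n = 6) at 14 hpa, 5.10 ± 10.3 (SD, n = 6) at E2C and 14.2 ± 8.58 (SD, n = 6) at L2C. Its spread at E2C came from replicate 1, which held 26.2 TPM where the other libraries ranged from 0.0834 to 1.73. At L2C replicate 1 held 0.0665 TPM, and the other libraries still ranged from 9.48 to 24.5. Zscan4d, from 11161643 to 11166148, had 4.29 ± 3.42 TPM (SD, n = 6) at 14 hpa and 12.7 ± 9.70 (SD, n = 6) at L2C. This difference of 1.17 on the log2 scale did not exceed the spread between replicates (two-sided exact permutation test, p = 0.203, adjusted p = 0.366 over 9 single-gene comparisons). It was 0.60 among replicates 1 to 3 and 1.75 among replicates 4 to 6, and the lowest L2C library was at 0. Paired by replicate number, the exact sign-flip test gave p = 0.125. The paper chose the genes of Fig. 3c for lower expression in SCNT than in fertilized embryos, with SCNT data from the same study. A lack of rise at E2C can therefore follow in part from that choice. All 21 genes of Fig. 3c are in the tables and were tested without a filter on low TPM. At E2C, 0 of them were at least 2-fold higher than at 14 hpa with a limma adjusted p under 0.05, whether adjusted over the list or over all 23938 genes, and 1 had an unadjusted p under 0.05. Among replicates 4 to 6 alone, 3 of them were lower at E2C than at 14 hpa. Their log2 fold changes ran from -0.75 to 1.60 with a median of 0.12. At L2C all 21 were above 14 hpa, by 0.11 to 5.11 with a median of 1.80, and 14 passed the threshold adjusted over the list and 13 adjusted over all genes. Of the list, 4 genes passed among replicates 1 to 3 and 17 among replicates 4 to 6. Same-numbered libraries of 14 hpa and L2C deviated together (r = 0.304), and 14 genes passed with the replicate number as a replicate block.

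**Figure D1:**
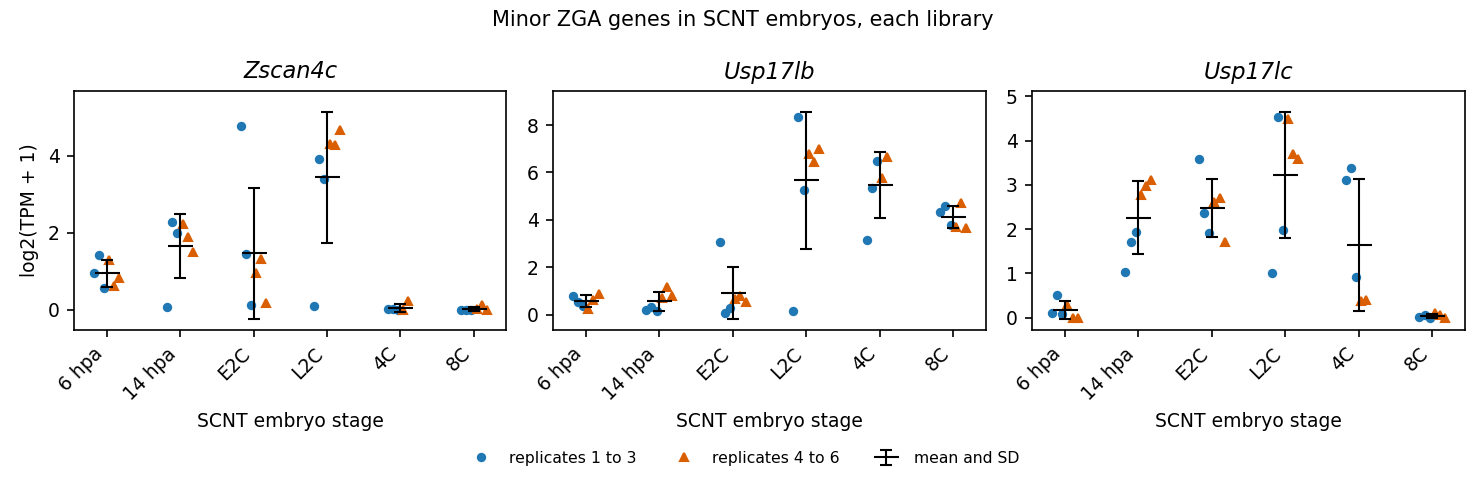
Log2(TPM + 1) of Zscan4c, Usp17lb and Usp17lc in each SCNT library from 6 hpa to 8C, with circles for replicates 1 to 3, triangles for replicates 4 to 6 and bars for the mean and SD of each stage. At L2C one library of Zscan4c and Usp17lb lies near 0 and the other 5 lie above 3.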

Also included was a family of genes that encode deubiquitinating enzymes, namely, DUB1 (*Usp17la/b*), DUB2 (*Usp17lc/d*) and DUB3 (*Usp17le*). They are also DUX target genes and transiently expressed at the early 2-cell stage of fertilized embryos but completely repressed in SCNT embryos (Fig. 3d, e)^46–49^. 

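The 5 Usp17l genes lie on chromosome 7 of mm10 between 103250086 and 104862667 and resemble each other closely, so reads could be split between them. Their summed TPM was 6.77 ± 4.01 (SD, n = 6) at 14 hpa and 8.73 ± 7.14 (SD, n = 6) at E2C. The difference was 0.32 on the log2(TPM + 1) scale (two-sided exact permutation test, p = 0.552, adjusted p = 0.71), and the paired exact sign-flip test gave p = 0.812. Its direction differed between the replicates, with 1.33 among replicates 1 to 3 and -0.68 among replicates 4 to 6, and 3 libraries against 3 cannot give p under 0.1. Usp17lb, from 104840312 to 104842504, held 0.518 ± 0.437 TPM (SD, n = 6) at 14 hpa, 1.58 ± 2.89 (SD, n = 6) at E2C and 114 ± 113 (SD, n = 6) at L2C. The L2C libraries ranged from 0.0972 to 323 TPM. The rise to L2C was 5.11 on the log2 scale (two-sided exact permutation test, p = 0.0152, adjusted p = 0.0341), with 4.35 among replicates 1 to 3 and 5.87 among replicates 4 to 6. Paired by replicate number the same rise of 5.11 had an exact sign-flip p = 0.0625. Usp17lb then held 57.8 ± 37.1 TPM (SD, n = 5) at 4C and 17.3 ± 6.01 (SD, n = 6) at 8C. Usp17lc, from 103416696 to 103419174, held 4.41 ± 2.71 TPM (SD, n = 6) at 14 hpa, 5.13 ± 3.10 (SD, n = 6) at E2C and 11.8 ± 8.92 (SD, n = 6) at L2C. Usp17ld held 1.70 ± 1.58 TPM (SD, n = 6) at E2C and 4.50 ± 3.18 (SD, n = 6) at L2C. Usp17la and Usp17le held 1.22 ± 1.27 and 0.330 ± 0.312 TPM (SD, n = 6) at L2C. All 5 genes were listed at 0 TPM in the 3 CC libraries. The paper compares the SCNT values with those of published fertilized embryos (Fig. 3e), which were not analysed here, and states from that comparison that the family, expressed at E2C in fertilized embryos, is repressed in SCNT embryos.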

Loss of DUB2 leads to failure of hatching and results in early embryonic lethality at E6.5, suggesting the important role of DUBs in preimplantation development^50^. Injection of *Usp17l*c or *Usp17ld* mRNA in SCNT embryos improved the efficiency of SCNT blastocyst formation, indicating that activation of H3K9me3-marked minor ZGA genes is necessary for further embryonic development (Fig. 3f and Supplementary Table 2). In addition, we found that only H3K9me3 signals at minor ZGA genes, especially the restricted ones at the late 1-cell stage, was decreased in response to *Kdm4b* OE (Fig. 3b–d). Given that persistent H3K9me3 attenuates minor ZGA, this might explain why SCNT embryos lacking *Kdm4b* expression undergo severe 2-cell arrest^34^.

### UnrpgH3K9me3 hampers the timely activation of repeat elements in SCNT embryos

In addition to protein-coding genes, retrotransposons, including LINE, SINE and LTR, are also transiently activated during ZGA in fertilized embryos, which is triggered by drastic DNA demethylation and suppressed by H3K9me3 deposition^26,27,51,52^. Generally, SCNT embryos showed delayed activation of most retrotransposons, which was correlated with abnormal DNA re-methylation and/or unrpgH3K9me3 modification (Fig. 3g, h and Supplementary Fig. 3j–l)^10^. For example, MERVL (MERVL-int and MT2_Mm), as the marker of totipotency and dominantly transcribed at the L2C stage, was not highly activated until the 4C stage in SCNT embryos (Fig. 3g). Correspondingly, H3K9me3 was retained on MERVL in SCNT embryos before ZGA, indicating that unrpgH3K9me3 may hinder the timely expression of repeat elements (Fig. 3h). *Kdm4b* OE partially erased redundant H3K9me3, rather than diminished de novo H3K9me3, on MERVL regions during minor ZGA, which might further benefit major ZGA (Fig. 3i). Intriguingly, we found that the expression level of retrotransposons in L2C embryos exhibited stronger negative correlations with the H3K9me3 level in L1C embryos, suggesting that H3K9me3 deposition tends to interfere with transcription at the latter stage (Fig. 3j). Taken together, these results indicate that unrpgH3K9me3 inherited from donor cells is significantly correlated with the restricted minor ZGA genes and the delay of the activation of repeat elements in SCNT embryos.

### Indistinct lineage-specific H3K9me3 in SCNT embryos during the first cell fate determination

After several cell divisions, compacted blastomeres differentiate into the ICM and TE, a process referred to as the first cell fate determination. H3K9me3 modification plays a pivotal role in lineage commitment during embryonic development^22,26,28^. Our previous study showed that H3K9me3 is deposited at promoters in a lineage-specific manner after implantation to repress lineage-incompatible genes^26^. However, how H3K9me3 is differentially deposited during SCNT embryo development remains elusive. Surprisingly, we found that the difference of H3K9me3 between the ICM and TE of SCNT embryos was quite unnoticeable, although the fertilized ICM and TE were thoroughly separated from each other (Fig. 4a). Notably, SCNT blastocysts generated by using immature Sertoli cells as donor cells also exhibited the same deficiency (Supplementary Fig. 4a). We then identified lineage-specific H3K9me3-marked regions in fertilized blastocysts (Fig. 4b and Supplementary Fig. 4b, c). In contrast to the fertilized embryos, we observed a lack of lineage-specific H3K9me3 differentiation in SCNT embryos during the first cell fate determination, and this deficiency can be traced back to the morula stage (Fig. 4b, c and Supplementary Fig. 4c). To explore the reasons for such insufficient H3K9me3 differentiation in SCNT blastocysts, we annotated the lineage-specific regions with higher or lower levels of H3K9me3 in SCNT blastocysts, compared to the fertilized ones. Interestingly, regions with lower H3K9me3 signals in SCNT embryos were significantly enriched in promoter regions (Supplementary Fig. 4d). Thus, we proposed that certain TFs or chromatin regulators, which are deficient in SCNT embryos, may be responsible for this severe defect. To test this hypothesis, we examined the enrichment of lineage-specific H3K9me3 at TF binding sites based on public mESC ChIP-seq data in both ICM and TE of fertilized and SCNT embryos. Interestingly, compared with fertilized embryos, cumulus cell-derived SCNT embryos did not exhibit adequate deposition of H3K9me3 at the binding sites of most of the TFs and chromatin regulators in either ICM or TE (Fig. 4d and Supplementary Fig. 4e). In addition, TF binding sites in both types of SCNT blastocysts showed a much lower differential allocation of H3K9me3 between the ICM and TE (Supplementary Fig. 4e). The emerging factors that might contribute to the lineage-specific deposition of H3K9me3 included TRIM28 and SETDB1, which are typical H3K9me3-related factors (Supplementary Fig. 4f), consistent with our previous results based on motif enrichment analysis of fertilized mouse embryos^26,53,54^.

**Fig. 4:**
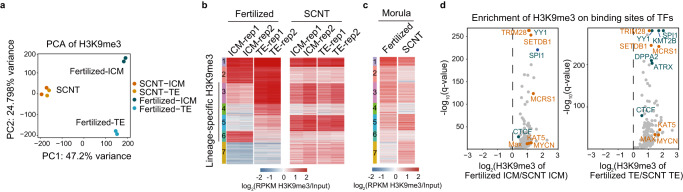
Indistinct lineage-specific H3K9me3 in SCNT embryos during the first cell fate determination. **a** PCA of H3K9me3 signals in the ICM and TE of fertilized and SCNT embryos. **b** H3K9me3 signals in the ICM and TE of fertilized and SCNT embryos; the regions with the most positive and negative loading (*n* = 3427, Supplementary Fig. 4b) were classified into 7 clusters based on H3K9me3 signals using the k-means function. **c** H3K9me3 signals in the morula of fertilized and SCNT embryos, with these regions corresponding to (**b**). **d** The differences in H3K9me3 levels at TF binding sites between fertilized and SCNT embryos; left panel: ICM, right panel: TE. The *Y*-axis shows the −log10 transformed *q*-values calculated using Fisher’s exact test, and the *X*-axis shows the log2-fold change values. The red plots represent the potential TFs that may be related to defective differential H3K9me3 deposition in SCNT blastocysts. The blue plots represent well-known chromatin architecture-related and H3K9me3-related factors. The gray plots represent other TFs. Source data are provided as a Source Data file.

### *Max* and *Mcrs1* are critical for preimplantation development and lineage-specific H3K9me3 deposition but are severely deficient in SCNT embryos

Furthermore, we selected other important TFs, including MAX, MCRS1 and MYCN (Supplementary Fig. 4f, g). Previous studies have shown that these factors are pivotal for embryo development, whose depletion cause embryonic lethality from E3.5 to E10.5^55–58^. MYC is involved in the regulation of self-renewal and pluripotency of mESCs^59^. MAX is a partner of the MYC family and has been reported to interact with G9A and GLP (H3K9 methyltransferases) to repress germ cell-specific genes in ESCs^60^. MCRS1 is a subunit of the NSL complex and a putative regulator of the chromatin remodeling INO80 complex^61^. MCRS1 is also identified as a key factor for epiblast formation, inducing naïve pluripotency in hESCs^62^. These results indicate their roles in epigenetic reprogramming during early lineage commitment. Notably, these factors lack H3K9me3 deposition at their binding sites and are repressed in cumulus cell-derived SCNT blastocysts (Supplementary Fig. 4f, g and 5a–c). 

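In the SCNT blastocysts, Max, on chromosome 12 of mm10 from 76937269 to 76962248, held 9.68 ± 11.4 TPM (SD, n = 6) in the ICM and 18.7 ± 6.79 (SD, n = 6) in the TE, against 7.77 ± 3.67 (SD, n = 3) in the CCs that served as donors. Mcrs1, on chromosome 15 from 99242817 to 99251961, held 104 ± 66.7 TPM (SD, n = 6) in the ICM, 118 ± 54.3 (SD, n = 6) in the TE and 27.2 ± 5.09 (SD, n = 3) in CCs. In ICM replicate 3 Mcrs1 was at 1.11 TPM, and in the other ICM libraries it ranged from 63.7 to 185. Mycn, on chromosome 12 from 12936093 to 12941836, held 7.78 ± 4.76 TPM (SD, n = 6) in the ICM, 22.0 ± 19.7 (SD, n = 6) in the TE and 4.34 ± 1.27 (SD, n = 3) in CCs. The ranges of the ICM and TE libraries overlapped for all 3 genes. At 8C Mycn had been at 0.317 ± 0.355 TPM (SD, n = 6), and its rise to the ICM was 2.47 on the log2(TPM + 1) scale (two-sided exact permutation test, p = 0.00649, adjusted p = 0.0195). This rise was 2.31 among replicates 1 to 3 and 2.62 among replicates 4 to 6, and the exact sign-flip test paired by replicate number gave p = 0.0625. The ICM libraries of replicates 1 to 3 held between 6177 and 6771 genes at 1 TPM or more and those of replicates 4 to 6 between 9011 and 10032, which limits the comparison of single genes within the ICM. Blastocysts of fertilized embryos from the earlier publication were not analysed here.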

We first sought to determine how fertilized embryos are affected in the lack of these factors. Notably, knockdown of *Max* or *Mcrs1* by morpholino (MO) injection into fertilized zygotes dramatically impeded preimplantation embryo development, with hardly any formation of E3.5 blastocysts, consistent with the developmental arrest of *Max*^*-/-*^ and *Mcrs1*^*-/-*^ embryos near the time of implantation observed in previous studies (Fig. 5a–c, Supplementary Fig. 5d and Supplementary Table 3)^55,56^. In contrast, knockdown of *Mycn* had little impact on blastocyst formation (Fig. 5b, c and Supplementary Fig. 5d). Furthermore, blastocysts lacking MAX and MCRS1 showed an abnormal morphology, with an unclear distinction between ICM and TE and decreased numbers of both Oct4^+^ and Cdx2^+^ cells (Fig. 5d and Supplementary Fig. 5e). We then asked how the absence of MAX or MCRS1 can generate such a severe phenotype. Transcriptome analysis of *Max* MO and *Mcrs1* MO blastocysts suggested that both the ICM and TE lineages differed significantly from those of the control MO blastocysts (Fig. 5e). Moreover, *Max* and *Mcrs1* MO influenced the expression of multiple genes encoding enzymes related to chromatin and histone modifications, such as *Suv39h1*, *Dnmt1*, *Ezh2*, *Eed* and *Kmt2c* (Fig. 5f)^63–67^. 

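RNA from the ICM and TE of blastocysts grown from fertilized zygotes injected with control MO, Max MO or Mcrs1 MO was sequenced by the same assay, with 2 libraries per group and 12 in all. The labels of the control libraries read control and untreated, and they were taken as control MO from the legend of Fig. 5e, where the control MO has a higher concentration than the other morpholinos. Reference genes held between 85.5% and 94.4% of the deposited TPM of these libraries. Coverage divided by FPKM ranged from 1.00 to 3.19 with a median of 2.28. The targeted genes were lower in each knockdown. Max was at 0.443 and 6.82 TPM in the Max MO ICM libraries against 8.42 and 38.0 in the control MO ICM (log2 fold change -2.51, standard error 0.80, limma adjusted p = 0.0397). In the TE, Max was at 8.68 and 16.3 TPM against 28.5 and 34.5 (log2 fold change -1.32, standard error 0.80, limma adjusted p = 0.390). Mcrs1 was at 73.4 and 86.8 TPM in the Mcrs1 MO ICM against 253 and 310 (log2 fold change -1.80, standard error 0.21, limma adjusted p = 0.00333), and at 41.1 and 45.5 TPM in the Mcrs1 MO TE against 219 and 294 (log2 fold change -2.53, standard error 0.21, limma adjusted p = 8.7e-04). On log2(TPM + 1) of the 11219 genes with a mean TPM of at least 1, the differences between libraries of one treatment made up 41.6% of the sum of squares around the lineage means. This was the lowest share among the 225 ways to pair the libraries within each lineage (exact permutation test, p = 0.00444, the smallest this design allows). The control MO libraries held at least 7809 TPM of Rn45s, the 45S pre-ribosomal RNA, against at most 3850 in any other library. A library batch of the control MO libraries therefore cannot be told apart from an effect of either morpholino. In a principal component analysis of the unlogged TPM, the first component carried 49.0% and the second 33.0% of the variance, and on log2(TPM + 1) these shares were 27.5% and 26.9%. A limma fit over the 12 libraries, in which the 6 groups share one estimate of the spread, gave 2659 genes at least 2-fold apart with an adjusted p under 0.05 between Max MO and control MO in the ICM (970 higher, 1689 lower) and 280 in the TE (117 higher, 163 lower). For Mcrs1 MO there were 1131 genes in the ICM (547 higher, 584 lower) and 570 in the TE (199 higher, 371 lower). With quantile normalization, 1134 genes were higher and 1021 lower for Max MO in the ICM, and 525 higher and 415 lower for Mcrs1 MO in the ICM. In the TE it gave 91 higher and 82 lower genes for Max MO and 173 higher and 156 lower for Mcrs1 MO. The counts moved most when each lineage was fitted alone, to 1071 and 1026 genes for Max MO and to 2 and 1542 genes for Mcrs1 MO in the ICM and TE. The 2 control MO ICM libraries also differed from each other, with a score of ICM markers minus TE markers of -2.41 and 1.55. The SD of this score was 2.80 there and at most 1.08 in the other groups of this experiment. All ICM comparisons with control MO rest on this pair. In the test of whether the response to Max MO or Mcrs1 MO differs between the ICM and TE, 0 and 0 genes were past the threshold, and 1473 and 972 had an unadjusted p under 0.05. The counts were 45 and 24 with all genes above 0 in at least 1 library and 1 and 1 with a pseudocount of 0.1. In the ICM, 808 genes were past the threshold with both morpholinos, all in the same direction, and in the TE 195, likewise. The comparisons within a lineage share their control MO libraries, which by itself favours a common direction. Among the largest rises and falls with no overlap between the compared libraries and a mean TPM of at least 5 were, for Max MO in the ICM, Sox17 (log2 fold change 6.18) against Itgb7 (-4.67) and Rreb1 (-4.50), and in the TE Cited1 (3.65) and Pfdn4 (3.51) against Sf3a2 (-5.02) and Rn45s (-4.92). For Mcrs1 MO they were Dkk1 (5.29) and Srgn (5.27) against Mir17 (-4.76) and Rec8 (-4.69) in the ICM, and Xlr (4.09) and Spp1 (3.71) against Rn45s (-5.61) and Sf3a2 (-5.40) in the TE. From the separation of the groups in Fig. 5e, the paper proposes that both lineages differ from those of control MO blastocysts.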

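The 5 genes differed in how they changed against control MO. Kmt2c, on chromosome 5 of mm10 from 25271794 to 25498783, was at 25.6 and 32.2 TPM in the control MO ICM, at 4.18 and 5.82 in the Max MO ICM and at 8.13 and 9.01 in the Mcrs1 MO ICM. Its log2 fold changes of -2.32 and -1.64 in the ICM had limma adjusted p = 0.00256 and limma adjusted p = 0.0258. In the TE they were -1.49 and -1.36, with limma adjusted p = 0.0669 and limma adjusted p = 0.0636. With the trend on gene length removed, an alternative chosen after the data were seen, the change in the Mcrs1 MO ICM was -0.78. Dnmt1, on chromosome 9 from 20907206 to 20959888, was at 18.4 and 47.0 TPM in the control MO ICM, at 4.06 and 8.79 in the Max MO ICM and at 3.12 and 8.46 in the Mcrs1 MO ICM. Its log2 fold changes were -2.12 and -2.29 in the ICM (limma adjusted p = 0.0278 and limma adjusted p = 0.0386, past the threshold in 6 and 5 of 10 alternatives) and -1.73 and -1.31 in the TE (limma adjusted p = 0.144 and limma adjusted p = 0.218). Ezh2, on chromosome 6 from 47530274 to 47595030, was at 70.4 and 85.3 TPM in the control MO ICM, at 15.5 and 37.9 in the Max MO ICM and at 23.7 and 28.4 in the Mcrs1 MO ICM, with log2 fold changes of -1.63 and -1.54 (limma adjusted p = 0.0112 and limma adjusted p = 0.0291). In the TE they were -0.44 and -0.46 (limma adjusted p = 0.563 and limma adjusted p = 0.492). Suv39h1, on chromosome X from 8061171 to 8074760, was at 32.6 and 44.3 TPM in the control MO ICM and at 9.58 and 14.3 in the Max MO ICM, a log2 fold change of -1.62 (limma adjusted p = 0.0113). It was -1.12 in the Max MO TE (limma adjusted p = 0.126), and -0.49 and -0.62 in the Mcrs1 MO ICM and TE (limma adjusted p = 0.420 and limma adjusted p = 0.347). Eed, on chromosome 7 from 89954654 to 89980976, was at 142 and 209 TPM in the control MO ICM and at 134 and 166 in the control MO TE, and none of its changes passed the threshold. With Max MO its log2 fold changes were -0.41 in the ICM and 0.03 in the TE, where the sign turned under both scaling alternatives, and with Mcrs1 MO they were 0.33 and 0.64 (limma adjusted p = 0.236, 0.962, 0.401 and 0.136). The differences between the ICM and TE in these genes were not past the threshold in the test of the response by lineage.

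**Figure D2:**
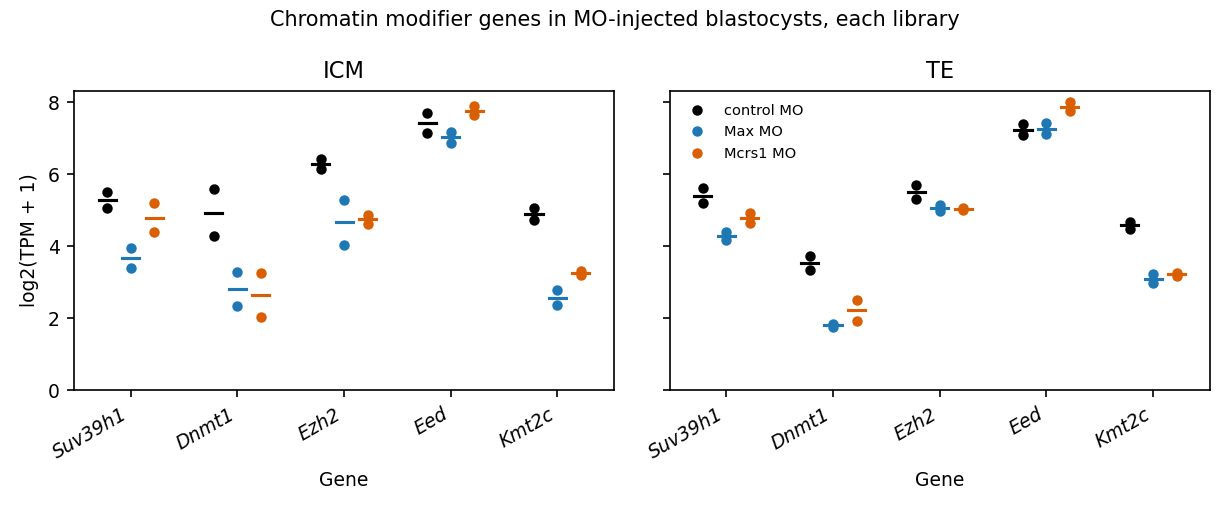
Log2(TPM + 1) of Suv39h1, Dnmt1, Ezh2, Eed and Kmt2c in the ICM and TE of blastocysts injected with control MO, Max MO or Mcrs1 MO, with a point for each of the 2 libraries and a line for their mean. The 2 Max MO and 2 Mcrs1 MO libraries lie below both control MO libraries for Dnmt1, Ezh2 and Kmt2c in each lineage, and for Eed the Mcrs1 MO libraries of the TE lie above them.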

In summary, these results emphasize that MAX and MCRS1 play essential roles in early mouse embryo development, especially during the first cell fate decision, and may participate in the establishment of lineage-specific H3K9me3.

**Fig. 5:**
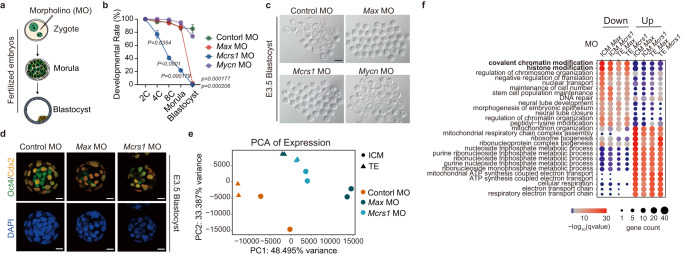
*Max* and *Mcrs1* are pivotal for mouse preimplantation development and lineage-specific H3K9me3 deposition. **a** Schematic of the functional study of *Max* and *Mcrs1* in fertilized embryos. **b** Growth curves of preimplantation embryo development after injection with 1 mM morpholinos targeting *Max* (*Max* MO), *Mcrs1* (*Mcrs1* MO), *Mycn* (*Mycn* MO) or a 25-base random control MO (control MO). Control MO (*n* = 23, 24, 22), *Max* MO (*n* = 28, 38, 36), *Mcrs1* MO (*n* = 22, 35, 35), *Mycn* MO (*n* = 21, 36, 37). **c** Representative images of *Max*, *Mcrs1*, and *Mycn* MO-injected embryos at embryonic day 3.5 (E3.5). Scale bar, 100 μm. **d** Immunofluorescence staining of Oct4 (green) and Cdx2 (yellow) in control MO, *Max* MO and *Mcrs1* MO embryos at E3.5. DNA was stained with DAPI (blue). Scale bar, 20 μm. 3 experiments were repeated independently with similar results. **e** Principal component analysis of the expression levels in replicates of the ICM and TE from fertilized embryos injected with *Max* MO (0.3 mM), *Mcrs1* MO (0.2 mM) and control MO (1 mM). Each sample had two biological replicates. **f** Gene ontology analysis of the genes with downregulated and upregulated expression in *Max* MO- and *Mcrs1* MO-injected samples. The color of the circles represents the −log10 transformed *q*-values, and the size indicates the number of genes included (**b**). Data are presented as mean values ± SEM. Statistical significance was calculated with a two-tailed Student’s *t* test. Source data are provided as a Source Data file.

### Overexpression of *Max* or *Mcrs1* greatly benefits both pre- and post-implantation development of SCNT embryos

We then verified whether overexpression of *Max* or *Mcrs1* in SCNT embryos can improve SCNT-mediated reprogramming, especially during the first cell fate determination. To this end, *Max* or *Mcrs1* mRNA was injected into both blastomeres of SCNT embryos at the L2C stage (Fig. 6a and Supplementary Table 2). Either *Max* or *Mcrs1* OE significantly improved the preimplantation development of cumulus-derived SCNT embryos (Fig. 6b, c). In addition, *Max* and *Mcrs1* OE SCNT blastocysts contained increased numbers of both Oct4^+^ and Cdx2^+^ cells (Supplementary Fig. 6a, b). Both *Max* and *Mcrs1* OE blastocysts showed a more intact morphology and more distinct segregation of the ICM (Oct4^+^) and TE (Cdx2^+^) lineages (Supplementary Fig. 6a). Moreover, approximately 2–3-fold more E10.5 embryos were obtained after *Max* or *Mcrs1* OE (Fig. 6d, e and Supplementary Fig. 6c, d). These results suggest that MAX and MCRS1 indeed increased the quality of cumulus-derived SCNT blastocysts and enhanced their implantation capability. Unfortunately, *Max* OE seemed to have little effect on the birth rate (Supplementary Fig. 6e). Surprisingly, *Mcrs1* OE successfully increased the birth rate of SCNT embryos by approximately 4-fold (Fig. 6f). The full-term SCNT fetuses and placentas of *Mcrs1* OE embryos had a normal weight and exhibited healthy growth (Supplementary Fig. 6f–h). On the other side, *Mcrs1* OE had no obvious effect on Sertoli cell-derived cloning efficiency, which may be due to the sufficient expression of *Mcrs1* in 2-cell and 4-cell Sertoli cell-derived SCNT embryos (Supplementary Fig. 5c, 6i).

**Fig. 6:**
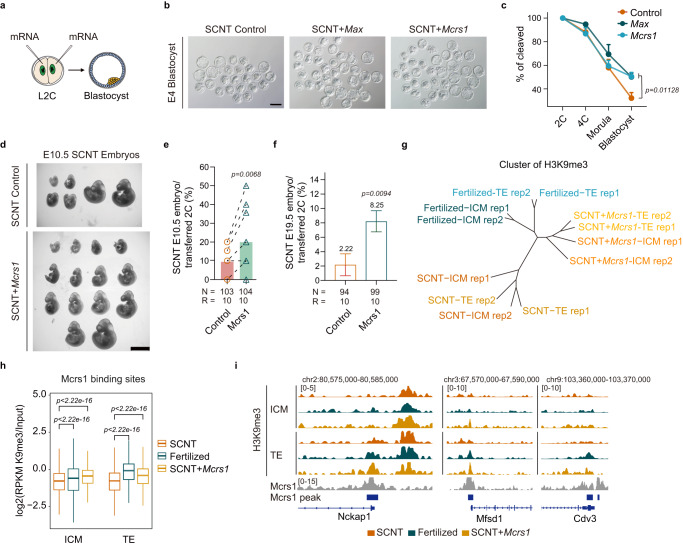
Overexpression of *Max* or *Mcrs1* significantly improves cumulus cell-derived SCNT development. **a** Schematic of the strategy for overexpression of *Max* and *Mcrs1* in SCNT embryos. Control (H_2_O), *Max* (50–100 ng/µL) and *Mcrs1* (250–500 ng/µL) mRNA were injected into both blastomeres of late 2-cell embryos. **b** Representative images of *Max* and *Mcrs1* OE embryos at E4. Scale bar, 100 μm. **c** Overexpression of *Max* or *Mcrs1* significantly improved the blastocyst rate of SCNT embryos. Control, 226 embryos, *r* = 7; *Max*, 240 embryos, *r* = 6; *Mcrs1*, 171 embryos, *r* = 5. *r* indicates the number of replicates. **d** Representative images of E10.5 *Mcrs1*OE SCNT embryos. One representative result of at least three independent experiments is shown. Scale bar, 2 mm. **e** *Mcrs1* OE greatly improved the implantation ability of SCNT embryos. *N* indicates the number of transferred 2-cell embryos. *R* indicates the number of transferred pseudopregnant female mice. Spots connected by a dotted line represent the same pseudopregnant female mouse. **f** The birth rate of full-term SCNT pups after *Mcrs1* OE. *N* indicates the number of transferred 2-cell embryos. *R* indicates the number of transferred pseudopregnant female mice. **g** Unrooted dendrogram of H3K9me3 signals between the ICM and TE from fertilized, SCNT and SCNT+*Mcrs1* embryos mediated from hierarchical cluster analysis. **h** H3K9me3 signals in fertilized, SCNT and SCNT+*Mcrs1* blastocysts on the binding sites of MCRS1. **i** H3K9me3 signals in ICM and TE of fertilized, SCNT and SCNT+*Mcrs1* embryos, and MCRS1 binding signals (published data from GSE51746) around the *Nckap1*, *Mfsd1*, and *Cdv3* loci (**c**, **f**). Data are presented as mean values ± SEM (**c**, **e**, **f**). Statistical significance was calculated with a two-tailed Student’s *t* test (**h**). Statistical significance was calculated with a two-tailed Wilcoxon rank-sum test. Source data are provided as a Source Data file.

### Overexpression of *Mcrs1* partially recovers lineage-specific H3K9me3 allocation in SCNT embryos

We then asked how MCRS1 affected the deposition of lineage-specific H3K9me3 during the first cell fate decision. The overall H3K9me3 distributions in the ICM and TE of cumulus cell-derived SCNT blastocysts after *Mcrs1* OE showed higher similarity with those in fertilized blastocysts, both significantly distinct from those in control SCNT blastocysts (Fig. 6g). However, H3K9me3 in Sertoli cell-derived SCNT blastocysts after *Mcrs1* OE persisted close to the control ones (Supplementary Fig. 6j). In detail, nearly 33% of lineage-specific H3K9me3 regions were rescued in cumulus cell-derived SCNT embryos after *Mcrs1* OE (Supplementary Fig. 6k). Importantly, MCRS1 positively regulated H3K9me3 on multiple genes encoding histone modification modifiers, such as *Trim28, Dnmt3a, Kmt2c*, and *Ezh2*, which corresponded to our result of *Mcrs1* MO in fertilized embryos (Fig. 5f and Supplementary Fig. 6l). These findings suggested that MCRS1 may regulate lineage-specific H3K9me3 in an indirect manner, by affecting genes related to lineage commitment. We further examined the changes of H3K9me3 levels at MCRS1 binding sites. *Mcrs1* OE led to strengthened H3K9me3 signals on MCRS1 target regions in both lineages (Fig. 6h, i and Supplementary Fig. 6m). Lineage specificity of H3K9me3 in ICM and TE was also enhanced, indicating that MCRS1 may also directly induce H3K9me3 deposition (Supplementary Fig. 6 m, n). Remarkably, *Mcrs1* OE failed to rescue the lineage-specific H3K9me3 deposition on certain developmental genes, which are critical for lineage commitment (*eg. Gata3, Gata6, Fgfr1*) (Supplementary Fig. 6k, l). This indicates the existence of other critical factors that need to be validated. Notably, *Mcrs1* OE in Sertoli cell-derived SCNT blastocysts dramatically enlarged the lineage differentiation of H3K9me3 deposition on various TF binding sites, yet led to a direction opposite that of the fertilized ones (Supplementary Fig. 6o). This indicated that moderate expression of *Mcrs1* is essential for the proper deposition of H3K9me3. Taken together, our data suggest that *Mcrs1* OE can partially correct the abnormal H3K9me3 in cumulus cell-derived SCNT embryos by guiding lineage-specific H3K9me3 distribution on epigenetic regulators or transcription factors that are critical for future lineage differentiation and embryo development.

## Discussion

Nearly thirty years have passed since the first cloned mammalian animal was born, and the first nonhuman primate was also successfully cloned recently^4,6^. SCNT provides us with a powerful tool to study the mechanism of cell fate transition from the differentiated to the pluripotent state, as well as promising application prospects in human therapeutics^7^. However, the rather poor efficiency of full-term development (~1–2% in mice) greatly limits the application of SCNT^68,69^. H3K9me3-marked heterochromatin in donor cells has been proven to be an obstacle for SCNT reprogramming in mammalian species, impeding genome activation in 2C embryos. SCNT embryos with the removal of H3K9me3 by *Kdm4b/d* overexpression or *Suv39h1/2* knockdown showed dramatically improved preimplantation development by overcoming 2-cell arrest, although the final birth rate is still much lower than that of fertilized embryos^12,34^. This emphasizes the importance of precise regulation of H3K9me3 deposition rather than removal at later stages, probably during the first lineage differentiation. In this study, we examined genome-wide H3K9me3 modification during the preimplantation development of SCNT embryos and found that SCNT blastocysts are severely defective in lineage-biased H3K9me3 deposition. 

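In the 6 ICM and 6 TE libraries of SCNT blastocysts, Trim28, on chromosome 7 of mm10 from 13024152 to 13031032, held 128 ± 68.7 TPM (SD, n = 6) in the ICM and 103 ± 30.0 (SD, n = 6) in the TE. Setdb1, on chromosome 3 from 95323525 to 95357202, held 12.0 ± 5.13 and 9.80 ± 5.95 TPM (SD, n = 6). Yy1, on chromosome 12 from 108793311 to 108816632, held 25.1 ± 22.4 and 19.5 ± 17.4 TPM (SD, n = 6). Spi1, on chromosome 2 from 91096797 to 91115756, held 12.0 ± 14.6 and 17.7 ± 12.7 TPM (SD, n = 6). Kat5, on chromosome 19 from 5603014 to 5610094, held 8.75 ± 11.3 and 7.84 ± 6.74 TPM (SD, n = 6). For each of these 5 genes the ranges of the ICM and TE libraries overlapped. Setdb1 was highest at 14 hpa, with 37.6 ± 8.75 TPM (SD, n = 6), and Trim28 rose from 5.41 ± 3.53 TPM (SD, n = 6) at 14 hpa to 116 ± 21.7 (SD, n = 6) in morulae. The fertilized embryos against which repression is read were not analysed here.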

Integrated analysis of transcriptome, H3K9me3 enrichment and public ChIP-seq data from mESCs identified multiple transcription factors and chromatin regulators that exhibited failure of lineage-specific H3K9me3 deposition at their binding sites and were transcriptionally repressed in SCNT embryos, including TRIM28, SETDB1, YY1, SPI1, KAT5, MAX, MCRS1, and MYCN. Our data provided numerous potential factors for regulating cell-type-specific H3K9me3 allocation, which provided a new perspective for restoring the efficiency of SCNT based on TF-regulated lineage-specific epigenomic differentiation. On the other hand, the examination of H3K9me3 in SCNT embryos is still a mixed result regardless of the developmental capacity. Singe-cell-based ChIP-seq technology will largely help us focus only on the samples showing unreprogrammed epigenomes. Moreover, given that the deficient lineage-specific H3K9me3 deposition may already appear in SCNT morulae (or maybe even earlier), the single-blastomere investigation can greatly empower us to confirm such speculation. Moreover, multi-omic single-cell technologies will further improve our understanding of the regulatory mechanisms of the potential TFs related to lineage-specific H3K9me3 establishment.

A previous study emphasized the influence of H3K9me3 on ZGA^12^. For further analysis, we generated more detailed H3K9me3 ChIP-seq data, especially at time points before major ZGA (CC, 6 hpa, 14 hpa, 2C stage). Based on the dynamic pattern of H3K9me3, the barrier was pushed forward to minor ZGA. Although only a tiny fraction of H3K9me3-marked regions inherited from CCs were completely removed at 14 hpa (L1C stage), most of the residual H3K9me3 marks showed reduced signals and were largely defined as reprogrammable regions at the L2C stage (Supplementary Fig. 3a, b). Correspondingly, neither major ZGA nor MGA genes possessed stronger H3K9me3 signals in SCNT embryos than in fertilized embryos, and *Kdm4b* OE eliminated excessive H3K9me3 only on minor ZGA genes (Fig. 3b). These results further clarified how H3K9me3 can directly hinder ZGA in SCNT embryos.

We found a global loss of H3K9me3 signals after activation that was replication-independent. However, the mechanism is still unclear. It is remarkable that near-exclusive expression of *Kdm4a*, a lysine-specific demethylase, is observed in metaphase II (MII) oocytes and has been proven to be crucial for maintaining genomic stability and ZGA after fertilization^70^. This indicates that *Kdm4a*-mediated H3K9me3 demethylation might occur as a stress response to artificial activation in SCNT embryos, a possibility that needs further verification.

In our study, we performed loss-of-function studies of *Max* and *Mcrs1* by morpholino injection into zygotes. *Max* and *Mcrs1* MO injection led to an almost complete absence of blastocyst formation and aberrant differentiation of the ICM and TE. Lack of *Max* and *Mcrs1* expression resulted in large-scale epigenomic turbulence, as numerous genes related to chromatin modifications were significantly affected. However, we noted that *Max* MO embryo development was not hindered until the morula stage, while nearly half of *Mcrs1* MO embryos were arrested at each embryonic stage (Fig. 5b). These results indicate both identical and distinct regulatory mechanisms of MAX and MCRS1 during early embryonic development.

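Families of genes were taken by symbol, since no gene ontology table was used here, and each was tested against all other genes with limma's camera in the 4 comparisons of Max MO or Mcrs1 MO with control MO, 16 tests in all. The 62 histone modifier genes were lower in all 4. Their median log2 fold change was -1.04 in the Max MO ICM against -0.20 for the other genes (adjusted p = 4.1e-05 from limma's camera), with 48 genes lower and 14 higher. In the Max MO TE it was -0.75 against -0.19, in the Mcrs1 MO ICM -0.81 against -0.04 and in the Mcrs1 MO TE -0.88 against -0.24 (adjusted p = 5.2e-06, 4.1e-05 and 1.3e-05 from limma's camera). The 80 genes of oxidative phosphorylation were higher in all 4, with medians of 1.48, 0.77, 1.04 and 0.82 in the same order, and in the Max MO ICM 77 of them rose. The 80 ribosomal protein genes were also higher, with medians of 1.13, 0.39, 0.59 and 0.53. Of the 54 ribosome biogenesis factors, as many rose as fell in the Max MO ICM (27 and 27), and the family passed only in the Mcrs1 MO TE, with a median of 0.13 against -0.25 (adjusted p = 0.00703 from limma's camera). In all, 13 of the 16 tests passed in the direction of Fig. 5f, and 9 with limma's fry, a rotation test, in place of camera, where 1 of 4 tests of the ribosomal proteins passed. The families and their directions were taken from Fig. 5f, which the paper drew from the same experiment. These counts are therefore no independent check of that figure. A library batch of the control MO libraries also cannot be told apart from the treatment here. Across genes the log2 fold change fell with transcript length (Spearman's rho of -0.45, -0.37, -0.31 and -0.40 over 10791 genes, which are not independent replicates). The histone modifiers are long, with a median of 4715 bases against 3065 for all genes, and the ribosomal proteins short, with 1054. With the trend on length removed, chosen as an alternative after the data were seen, 10 of the 16 tests passed, among them all 4 of the histone modifiers and 1 of 4 of the ribosomal proteins, and the medians of the histone modifiers and of oxidative phosphorylation lay nearer to those of the other genes in all 4 comparisons.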

Moreover, why the candidate factors were transcriptionally repressed in SCNT embryos remains unknown. We observed no significant differences between SCNT and fertilized embryos in H3K9me3 levels at the loci of *Mcrs1, Max*, and *Mycn*. Other dysregulated histone modifications, such as H3K27me3, or DNA methylation level may be responsible for the defective expression of these factors. There might also exist other factors that directly or indirectly inhibit their transcription.

Notably, *Max* is expressed mainly in 1C and 2C embryos and is modestly reactivated in blastocysts. *Max* MO and *Max*^-/-^ embryos exhibited arrest at E3.5-E5.5, emphasizing the importance of the MAX reservoir at cleavage stages and the timing of its functional window. Despite the abundant storage of Max in 1C-E2C SCNT embryos, our *Max* OE strategy at the L2C stage demonstrated that proper reactivation of MAX in the ICM and TE is also pivotal for embryonic development, especially during the peri-implantation period. 

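Max in cumulus cell-derived SCNT embryos held 16 ± 4.06 TPM (SD, n = 6) at 6 hpa, 56.1 ± 15.7 (SD, n = 6) at 14 hpa and 68.1 ± 14.7 (SD, n = 6) at E2C. It then held 30.6 ± 18.3 TPM (SD, n = 6) at L2C, 8.87 ± 3.60 (SD, n = 5) at 4C, 4.82 ± 3.94 (SD, n = 6) at 8C and 12.5 ± 6.83 (SD, n = 6) in morulae. Every 14 hpa library was above every 8C library, by 3.54 on the log2(TPM + 1) scale (two-sided exact permutation test, p = 0.00216, the smallest that 6 libraries against 6 allow, adjusted p = 0.00974). The difference was 3.90 among replicates 1 to 3 and 3.18 among replicates 4 to 6. Same-numbered libraries of these stages deviated together (r = 0.127), and the paired exact sign-flip test gave p = 0.0312, the smallest that 6 pairs allow. From 8C to the ICM the mean rose by 0.56 on the log2 scale, which did not exceed the spread between replicates (two-sided exact permutation test, p = 0.483, adjusted p = 0.71). That change was 1.36 among replicates 1 to 3 and -0.25 among replicates 4 to 6, and the paired exact sign-flip test gave p = 0.594. The TE libraries ranged from 10.6 to 27.6 TPM and the 8C libraries from 0.879 to 11.1, a difference that was not tested.

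**Figure D3:**
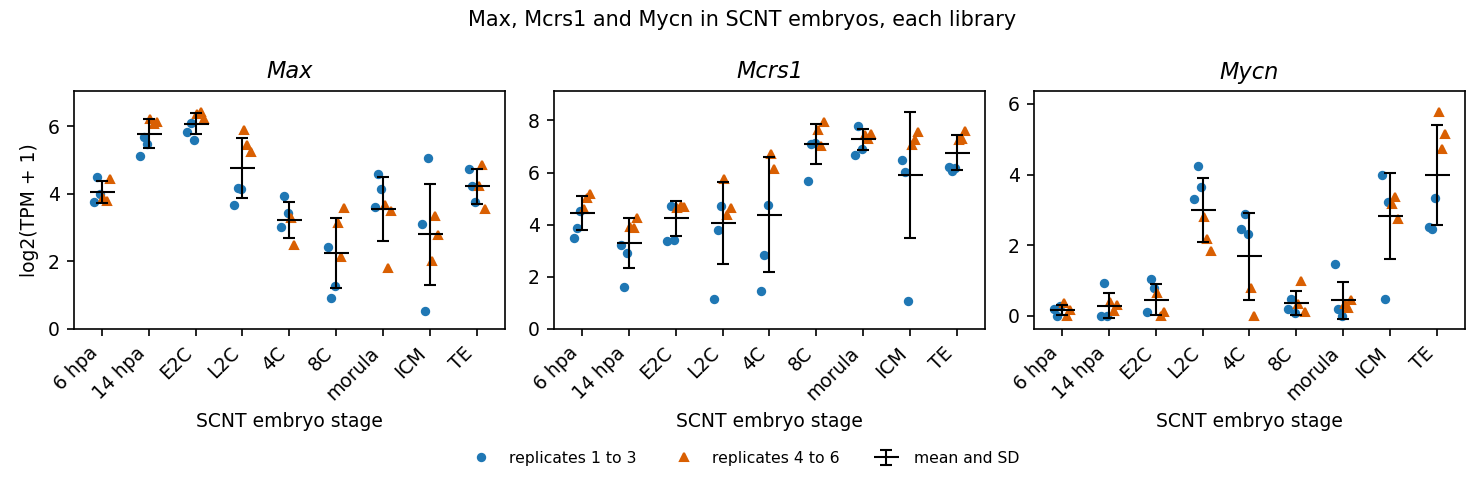
Log2(TPM + 1) of Max, Mcrs1 and Mycn in each SCNT library from 6 hpa to the ICM and TE, with circles for replicates 1 to 3, triangles for replicates 4 to 6 and bars for the mean and SD of each stage. Max is highest at 14 hpa and E2C, and 1 of the 6 ICM libraries of Mcrs1 lies far below the other 5.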

Notably, MAX can repress germ cell-related genes in mESCs and is associated with the expression of PRC1, DNMTs and SETDB1^71^. The underlying connection between MAX-mediated repression and lineage commitment during early embryonic development requires further investigation.

In contrast, the expression level of *Mcrs1* gradually increased from the E2C stage, peaked at the 4C stage, and remained high until the blastocyst stage (Supplementary Fig. 5a). This suggests that MCRS1 might be an overall regulator throughout early embryonic development. Previous research showed that MCRS1 is indispensable for epiblast formation and can induce naïve pluripotency in vitro^56,62^. In our study, *Mcrs1* OE ameliorated various defects in cumulus cell-derived SCNT embryos, improving blastocyst formation and quality, implantation capability, and even the birth rate. Both the lack of MCRS1 in fertilized embryos and *Mcrs1* OE in SCNT embryos influenced the expression or epigenetic state of various epigenetic modifiers (Fig. 5f and Supplementary Fig. 6l), indicating the improvement of SCNT embryo development by *Mcrs1* OE may be accomplished by the rescue of the whole epigenome including H3K9me3, which needs further validation. On the other hand, the improvements in postimplantation development and SCNT efficiency after *Mcrs1* overexpression are probably achieved by improved regulation of the transition between the naïve and primed pluripotent states, a possibility that requires further in-depth inquiry. Notably, the activation of *Mcrs1* is drastically blocked and delayed in cumulus cell-derived SCNT embryos, while *Mcrs1* OE at the L2C stage exactly recapitulated its expression trend, which likely resulted in a better rescue phenotype compared to that of *Max* OE embryos. 

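Mcrs1 in cumulus cell-derived SCNT embryos held 22.6 ± 9.68 TPM (SD, n = 6) at 6 hpa, 10.4 ± 5.90 (SD, n = 6) at 14 hpa, 19.6 ± 7.89 (SD, n = 6) at E2C and 22.7 ± 17.4 (SD, n = 6) at L2C. The 5 libraries at 4C ranged from 1.71 to 104 TPM with a mean of 41.5. The mean then reached 149 ± 66.4 TPM (SD, n = 6) at 8C and 158 ± 42.0 (SD, n = 6) in morulae. Between E2C and 4C the difference was 0.14 on the log2(TPM + 1) scale, within the spread between replicates (two-sided exact permutation test over 462 splits, p = 0.916, adjusted p = 0.998). With each 4C library left out in turn it ran from -0.45 to 0.87. It was -0.80 among replicates 1 to 3 and 1.75 among replicates 4 to 6, where 3 and 2 libraries of 4C remain. Paired by replicate number, the mean difference over 5 pairs was 0.22 (exact sign-flip test, p = 0.875). One of these pairs is uncertain, since the 4C library labelled replicate 5 has a deposited table numbered 6.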

Examination of H3K9me3 modification after *Mcrs1* OE in distinct somatic cell-derived SCNT embryos suggested that *Mcrs1* could consistently influence differential H3K9me3 allocation, but excess expression of *Mcrs1* may also impede the proper deposition of H3K9me3. Moreover, MCRS1 is not the only decisive TF in lineage-specific H3K9me3 deposition. Further verification of the predicted factors in this study may help reveal the mechanism of epigenetic specificity in cell fate determination.

## Methods

### Experimental model and subject details

The specific pathogen-free grade mice (SPF) grade mice, including C57BL/6j, DBA/2 and B6D2F1 mice, were housed in the animal facility at Tongji University, Shanghai, China. Mice were housed in individually ventilated cages with an environment with temperature ranging from 23 to 27°C, humidity of 30–45%, and a light cycle with 12 h of light and 12 h of darkness. All the mice had free access to food and water. All experiments were performed in accordance with the University of Health Guide for the Care and Use of Laboratory Animals and were approved by the Biological Research Ethics Committee of Tongji University (TJAB04021104).

The B6D2F1 hybrid mice (8–10 weeks old) were obtained from mating female C57BL/6j mice with male DBA/2 mice.

### Embryo collection

To obtain MII oocytes and preimplantation embryos, female B6D2F1 or C57BL/6j mice (8–10 weeks old) were superovulated by injection with 7 IU of pregnant mare serum gonadotropin (PMSG) followed by injection of 5 IU of human chorionic gonadotropin (hCG) (San-Sheng Pharmaceutical) 48 h later.

MII oocytes were retrieved from the dissected oviducts of superovulated B6D2F1 female mice at 14 h post-hCG injection for subsequent SCNT. To obtain fertilized embryos, superovulated C57BL/6j female mice were mated with male C57BL/6j mice. Then, the zygotes were collected from the oviducts of the female mice at 20 h after hCG injection and were cultured in G-1 PLUS medium (Vitrolife) until the blastocyst stage.

### Donor cell preparation

Cumulus-oocyte complexes (COCs) were collected from oviducts 14 h after hCG injection and treated with bovine testicular hyaluronidase to obtain dissociated cumulus cells and oocytes, respectively. Immature Sertoli cells were collected from the testes of 3- to 5-day-old B6D2F1 male mice. Testicular masses were incubated in PBS containing 1 mg/ml collagenase at 37°C for 10 min to obtain the dissociated Sertoli cells.

### SCNT procedure

B6D2F1 mice were used as oocyte donors, and cumulus cells or immature Sertoli cells were used as nuclear donors. MII oocytes were enucleated in Chatot-Ziomek-Bavister (CZB) medium containing 5 μg/mL cytochalasin B (CB, Sigma-Aldrich) by a piezo-driven pipette (PiezoXpert, Eppendorf) connected to an Olympus inverted microscope (IX73). The donor cells were transferred into enucleated oocytes by direct injection. The reconstructed oocytes were then cultured in CZB medium for 1 h before activation treatment. The cloned embryos were activated by 6 h of incubation in Ca^2+^-free CZB containing 1 mM SrCl_2_ and 5 μg/mL cytochalasin B. Reconstructed embryos were thoroughly washed and cultured in G-1 PLUS medium at 37°C in 5% CO_2_.

### Knockdown of *Suv39h2* in SCNT embryos

Three siRNAs targeting *Suv39h2* were mixed in nuclease-free water to a working concentration of 20 μM per siRNA. Sequences of siRNAs were listed in Supplementary Table 1. Oocytes were injected with approximately 10 pL of the siRNA mixture using a piezo-driven micromanipulator. The injected oocytes underwent SCNT after 20 min of recovery. Embryos were collected at 6 hpa for H3K9me3 CUT&RUN.

### In vitro transcription of mRNA and mRNA injection

The WT cDNA sequences of *Usp17la, Usp17lb, Usp17lc, Usp17ld, Usp17le, Max* and *Mcrs1* were inserted into T7-driven vectors. Sequences of primers were listed in Supplementary Table 2. mRNAs were synthesized with the mMESSAGE mMACHINE T7 Ultra Kit (Thermo Fisher Scientific, AM1345) according to the manufacturer’s instructions. RNA was purified by phenol-chloroform extraction and ethyl alcohol precipitation. The integrity of the synthesized mRNA was confirmed by electrophoresis. The precipitated RNA was suspended in H_2_O at several concentrations and stored at −80 °C until use. For mRNA injection, enucleated oocytes or L2C cloned embryos were injected with approximately 10 pL of mRNA using a piezo-driven micromanipulator. In some experiments, the mRNA was diluted to an ideal concentration before injection.

### Morpholino targeting of *Max*, *Mcrs1*, and *Mycn* in fertilized embryos

Isolated zygotes were injected with either 1 mM morpholino oligonucleotides targeting *Max, Mcrs1* and *Mycn* or a 25-base random control morpholino. The targeting sites of the morpholinos were listed in Supplementary Table 3. All morpholinos were designed and synthesized with Gene Tools (https://www.gene-tools.com/). Injected embryos were cultured in G-1 PLUS medium at 37 °C under 5% CO_2_. The knockdown (KD) efficiency was determined at the morula or blastocyst stage. ICM and TE from zygotes injected with 0.3 mM *Max* MO or 0.2 mM *Mcrs1* MO were collected for Smart-seq2.

### Reverse transcription and quantitative RT-PCR analysis

For quantitative RT-PCR analysis of the morpholino KD efficiency, cDNA from 10 blastomeres was synthesized and amplified using Smart-seq2. Quantitative RT-PCR was performed using SYBR Premix Ex Taq, and signals were detected with the ABI7500 Real-Time PCR System. *H2afz* was used as an endogenous control.

### Inhibition of DNA replication by aphidicolin

To block DNA synthesis, SCNT embryos were treated with 3 μg/mL aphidicolin upon activation for 6 h. Samples were then collected for H3K9me3 immunofluorescence staining.

### Immunofluorescence staining

Embryos were fixed with 4% paraformaldehyde for 1 h at room temperature and then permeabilized with 0.2% Triton X-100 for 1 h at room temperature. The samples were incubated with primary antibodies against H3K9me3 (Active Motif, 39161), Max (Proteintech, 10426-1-AP), Mcrs1 (Sigma, HPA039057), Oct4 (Santa Cruz, sc-5279) or Cdx2 (Abcam, ab76541) for 2 h at room temperature. After washing three times with 1% bovine serum albumin (BSA, Sigma-Aldrich) in PBS, the samples were incubated with the appropriate secondary antibodies for 1 h at room temperature. Nuclei were stained with 4’,6-diamidino-2-phenylindole (DAPI, Sigma-Aldrich). All stained samples were observed using a Zeiss LSM880 confocal microscope. Images were processed and quantified in ImageJ software.

### Embryo transfer

The 2-cell-stage control or mRNA-injected SCNT embryos were transferred into the oviducts of pseudopregnant female mice. For implantation ability assessment, a cesarean section was carried out on E10.5, and the embryos were stripped from the decidua. For the cloning efficiency assay, a cesarean section was carried out on E19.5; the pups were removed from the uterus, and fluid was quickly removed from their air passages. The pups were photographed, weighed, and monitored to see if they could breathe autonomously. The placentas of the E19.5 pups were also weighed and photographed.

### Sample harvest for ChIP-seq, Smart-seq2

Cumulus cells and embryos at each of the following stages were collected: 6 hpa and 14 hpa; late 2-cell, 4-cell, and 8-cell stages; morula stage; and the E4 blastocyst stage (ICM and TE). For the embryos collected before the blastocyst stage, the zona pellucida was removed with 0.5% pronase E (Sigma-Aldrich, P8811), and the embryos were then incubated in Ca^2+^-free CZB medium for 5 min. Polar bodies were removed by gentle pipetting using a fire-polished glass needle. For ICM and TE isolation, to eliminate tight cell-cell junctions, the zona pellucidae removed blastocyst were incubated in Ca^2+^-free CZB medium for 20 min. ICM (12–15 μm) and TE (18–20 μm) were then separated by micromanipulation using needles with an inner diameter of 20 μm, according to their distinct morphology and spatial position. Spatially, since TE comprises the outer layer of a blastocyst while ICM lies inside, the cells separated at first were TE, with a much flabbier cell-cell junction than that of ICM. Morphologically, TE possesses more smooth cell membrane surface and mostly larger cell size. To ensure the accuracy of our manual separation to the greatest extent, any cell with an indistinct phenotype that might misguide our judgment was discarded.

### ULI-NChIP library construction and sequencing

For ULI-NChIP-seq, 300–500 blastomeres or cumulus cells were used per reaction, and two replicates were performed for each stage of SCNT embryos. All isolated blastomeres were washed three times in PBS solution containing 0.5% BSA to prevent contamination. The ULI-NChIP procedure was performed as previously described^10,36^. One microgram of an anti-H3K9me3 antibody was used for each immunoprecipitation reaction.

The sequencing libraries were constructed using the KAPA HyperPrep Kit (KAPA Biosystems, KK8504) for the Illumina platform (kk8504) following the manufacturer’s instructions. Paired-end 150 bp sequencing was performed on the NovaSeq (Illumina) platform at Berry Genomics Co., Ltd.

### CUT&RUN library construction and sequencing

CUT&RUN was conducted following a modified published protocol. Fifty oocytes or embryos were used per reaction, and one or two replicates were performed for each stage. The samples were resuspended in 600 μL of room temperature wash buffer (HEPES pH = 7.5, 20 mM; NaCl, 150 mM; spermidine, 0.5 mM; BSA, 0.1%; and Roche complete protease inhibitor) by gentle pipetting. Five microliters of concanavalin-coated magnetic beads were transferred to a microfuge tube containing a 3× volume of cold binding buffer (HEPES-KOH pH = 7.9, 20 mM; KCl, 10 mM; CaCl_2_, 1 mM; MnCl_2_, 1 mM). The beads were washed twice in 1 mL of cold binding buffer and resuspended in 300 μL of binding buffer. The beads were added to the cells by gentle vortexing and incubated for 10 min (min) at room temperature. Bead-bound nuclei were blocked with 1 mL of cold blocking buffer (HEPES pH = 7.5, 20 mM; NaCl, 150 mM; spermidine 0.5 mM; BSA, 0.1%; EDTA pH = 8.0, 2 mM; PIC and digitonin, 0.1%) and incubated for 5 min at room temperature. The beads were washed in 1 mL of cold Dig-Wash Buffer (Digitonin, 0.01%) and resuspended in 250 μL of Dig-Wash Buffer. One microgram of the anti-H3K9me3 antibody was added by gentle vortexing of the bead-bound cells in 250 μL of cold Dig-Wash Buffer. The samples were incubated with rotation at 4 °C for 2 h or overnight. The samples were washed twice in 1 mL of cold Dig-Wash Buffer and resuspended in 250 μL of cold Dig-Wash Buffer with a 1:500 dilution of pA-MNase (a gift from the Steven Henikoff lab). The samples were incubated with rotation at 4 °C for 1 h and washed twice in 1 mL of cold Dig-Wash Buffer. The supernatant was discarded, and the samples were resuspended in 150 μL of cold Dig-Wash Buffer. The samples were equilibrated to 0 °C on ice for 5 min, and 3 μL of CaCl_2_ (100 mM) was added to initiate cleavage. The reactions were stopped by the addition of 150 μL of STOP Buffer (NaCl, 200 mM; EDTA pH = 8.0, 20 mM; EGTA pH = 8.0, 4 mM; digitonin, 0.02%; RNase A, 50 μg/mL; glycogen, 20 μg/mL) after 15 min of digestion. The samples were incubated at 37 °C for 20 min to digest RNA and release DNA fragments. The samples were centrifuged at 16,000 × g for 5 min, after which the supernatants were transferred to a new microfuge tube, while the pellets and beads were discarded. Three microliters of 10% SDS and 2.5 μL of proteinase K (20 mg/mL) were added to wash the samples and incubated at 70 °C for 10 min. DNA was purified by phenol-chloroform extraction followed by ethanol purification. The sequencing libraries were constructed using the KAPA Hyper Prep Kit for the Illumina platform (kk8504) following the manufacturer’s instructions. Paired-end 150-bp sequencing was performed on the NovaSeq (Illumina) platform at Berry Genomics and Novogene.

### Smart-seq2 library construction and sequencing

For Smart-seq2, 10 blastomeres were used per reaction, and three replicates were performed for each stage. All isolated blastomeres were washed three times in PBS solution containing 0.5% BSA to prevent contamination. RNA-seq libraries were constructed using the Covaris DNA shearing protocol for Smart-seq sequence library construction as previously described^72^. Briefly, RNAs with a polyadenylated tail were captured, reverse transcribed and pre-amplified. After fragmentation, the sequencing libraries were constructed using the KAPA HyperPrep Kit for the Illumina platform following the manufacturer’s instructions. Paired-end 150-bp sequencing was performed on the NovaSeq (Illumina) platform at Berry Genomics and Novogene.

### ChIP-seq data processing

The H3K9me3 ULI-NChIP-seq data for oocyte samples, sperm samples, and PN3, PN5, 2C, 4C, 8C, morula, ICM and TE samples from fertilized embryos were obtained from a previous publication (GSE97778)^26^, and the H3K9me3 ULI-NChIP-seq data for CC samples and 6 hpa, 14 hpa, 2C, 4C, 8C, morula, ICM and TE samples from SCNT embryos were generated in this study. The H3K9me3 CUT&RUN data for 6 hpa wild-type embryos and siRNAs targeting *Suv39h2* in SCNT embryos were generated in this study.

All ULI-NChIP-seq and input data reads were aligned to the mm10 reference genome using BWA^73^ with the mem command after trimming with Cutadapt^74^ with the parameters “--trim-n -q 25,25 -m 75 -a AGATCGGAAGAGC -A AGATCGGAAGAGC”. Signal tracks for each sample were generated using the deepTools^75^ bamCoverage function with normalization to RPKM (Reads Per Kilobase Million) and removal of PCR duplicates. The results (bigWig files) are shown in the track view generated with Integrative Genomics Viewer (IGV)^76^ (Fig. 1b). To check the reproducibility of the ChIP-seq experiments, we calculated the Pearson correlation coefficients of the H3K9me3 signals between biological replicates in the merged peaks.

CUT&RUN data were processed similarly to ULI-NChIP-seq data, with additional alignment to the sacCer3 (*Saccharomyces cerevisiae*) reference genome as the spike-in standard. Signal tracks were generated using the deepTools bamCoverage function with normalization to 1 million reads based on the sequencing depth of the spike-in standard.

### Identification of H3K9me3 peaks

As the H3K9me3 peak coverage is affected by the sequencing depth, the alignment files were first merged using SAMtools^77^, and PCR duplicates were then removed and downsampled to the same number of reads (60 million) using the MarkDuplicates and DownsampleSam commands in Picard^78^ tools (http://broadinstitute.github.io/picard/). The H3K9me3 peaks were called with MACS2^79^ with the parameter “--broad” and over the input data. To estimate the difference in H3K9me3 across stages in SCNT embryos and fertilized embryos, the H3K9me3 peaks were split into 1-kb windows, and then the H3K9me3 signal in these windows was calculated as the log2-transformed H3K9me3/Input ratio (pseudocount = 1).

### Annotation and definition

The enrichment of H3K9me3 peaks in annotated genomic regions was calculated using the Homer^80^ annotatePeaks command. The heatmap and profile line plot for the H3K9me3 signal around annotated genomic regions (i.e., CGIs, YY1, and H3K9me3 peaks) were generated using deepTools.

The genomic regions (i.e., LTRs, CGIs, promoters) with H3K9me3 modification were defined as those with the intersection of the H3K9me3 peak at the midpoint using the BEDtools^81^ intersect command with the parameters “-r -e -f 0.5”. The promoters were defined as the regions encompassing 1 kb upstream and downstream of the TSS.

### Analysis of reprogrammed and unreprogrammed H3K9me3

The reprogrammed H3K9me3 regions before ZGA were identified as the windows of H3K9me3 peaks that were significantly present in CCs and were not present at 6 hpa or 14 hpa; conversely, the unreprogrammed H3K9me3 regions were identified as the H3K9me3 peak windows that were significantly present in CCs and had not been removed at 14 hpa or the 2C stage (Supplementary Fig. 3b). These H3K9me3 regions were used to find enriched motifs by using the findMotifsGenome.pl script in the Homer tool, and the motifs with the greatest difference in enrichment significance between the reprogrammed H3K9me3 regions and the unreprogrammed H3K9me3 regions are shown (Fig. 3a).

### RNA-seq data processing

We generated RNA-seq data from samples including CCs, 6 hpa, 14 hpa, E2C, L2C, 4C, 8C, morula, ICM, TE, oeMax-ICM, oeMax-TE, oeMcrs1-ICM and oeMcrs1-TE from SCNT embryos and MO-Max-ICM, MO-Max-TE, MO-Mcrs1-ICM and MO-Mcrs1-TE from fertilized embryos. The RNA-seq data for oocyte samples and PN5, E2C, L2C, 4C, 8C and ICM samples from fertilized embryos were obtained from a previous publication^82^ (GSE71434). All RNA-seq data were mapped to the mm10 reference genome after trimming with Cutadapt using HISAT2^83^ with the parameters ‘--data-cufflinks --no-discordant --no-mixed --no-unal’. The TPM (transcripts per million) values of genes were obtained by StringTie^84^. Differential gene expression analysis was performed using DESeq2^85^.

### Identification of minor ZGA, major ZGA and MGA genes

To define the ZGA genes more accurately, we used strict filters to identify the minor ZGA, major ZGA and MGA genes by DESeq2. First, genes with a normalized expression level of greater than 50 normalized counts in oocytes were removed as potential maternally expressed genes, and then genes whose expression was greater than 100 normalized counts at the PN5 or E2C stage with greater than 2-fold upregulation of and a q-value of less than 0.01 compared to that in oocytes were identified as minor ZGA genes. Next, among the remaining genes, the genes upregulated in L2C embryos under the same conditions as above were identified as major ZGA genes. Similarly, the genes upregulated in 4 C embryos were identified as MGA genes. Finally, we identified 299 minor ZGA genes, 1249 major ZGA genes and 499 MGA genes.

The genes in each of the above three classes of genes were classified as fully, partially and restrictedly activated genes in SCNT embryos. Restrictedly activated genes were identified as those with a fold change (fertilized/SCNT) > 4, fully activated genes were identified as those with a fold change (fertilized/SCNT) < 2, and the remaining genes were termed partially activated genes.

### Repeat analysis

H3K9me3 signal and expression at repeats were quantified using the Homer tool. In brief, mapped data were processed with the makeTagDirectory command in Homer with the parameter “-keepOne”. The tag files of samples by biological replicate were analyzed using the “analyzeRepeats.pl repeats” command in the Homer tool with RPKM normalization. For the analysis of repeat families, the “-condenseL2” parameter was used to combine the read counts of the repeats with the same family annotation.

To quantify the DNA methylation level in MERVL-int and MT2_Mm, we first calculated DNA methylation levels (from a previous publication^10^, GSE108711) on each copy of the annotated repeats, summed the values for the same annotated repeats, and then averaged the level with respect to the copy number in the genome.

### Gene ontology analysis

Functional enrichment analysis of gene sets was performed using the ClusterProfiler^86^ tool in R. The 5 functions with the smallest q-values in each cluster of genes were selected and compared in all samples. The q-values were not greater than 0.05 (Fig. 5f and Supplementary Fig. 2 g, 6l).

### Clustering analysis of H3K9me3 domains in the first lineage differentiation

To determine the differences in H3K9me3 between SCNT embryos and fertilized embryos in the first cell lineage differentiation, we first merged the domains of the H3K9me3 peaks in SCNT-ICM, SCNT-TE, fertilized-ICM and fertilized-TE and then recalculated the H3K9me3 signals in these regions by biological replicate. This signal matrix was used for principal component analysis (PC1 and PC2 are shown in Fig. 4a and Supplementary Fig. 4a) in R. The first two columns of the eigenvalues of the rotation matrix determined by the analysis were used to filter out the domains with the most positive and negative loading (eigenvector value > 3, *n* = 3427; Supplementary Fig. 4b), and the signal matrices of these filtered domains were displayed as a heatmap and classified into 7 clusters using K-means clustering (Fig. 4b).

Based on the 7 clusters of H3K9me3 regions, the Euclidean distance for a specific region “i” between SCNT and fertilized embryos based on their H3K9me3 signals in the ICM and TE was calculated, denoted as A_i_. The distance between Mcrs1 OE SCNT embryos and fertilized embryos was denoted as B_i_, and the distance between Mcrs1 OE SCNT embryos and SCNT embryos was denoted as C_i_. If A_i_ > B_i_, it indicates that Mcrs1 OE has a repairing effect on the H3K9me3 of the i region, accounting for approximately 73% of the total regions. Among them, regions with log2(B_i_/C_i_) < 1 were defined as successfully rescued regions, accounting for approximately 33% of the total regions.

### Analysis of TF-binding sites associated with H3K9me3

To investigate the transcription factors associated with the abnormal lineage differentiation of H3K9me3 in SCNT embryos, we collected publicly available binding peak data of TFs, histone enzymes and chromatin remodelers in mouse ESCs from the GEO database, as previously described^26^. The numbers of binding sites of these factors overlapping with the H3K9me3-specific regions in SCNT-ICM, SCNT-TE, fertilized-ICM, and fertilized-TE were calculated, the aberrant H3K9me3 in SCNT embryos was evaluated by determining fold change values, and significance was calculated using Fisher’s exact test with the total number of the H3K9me3-specific regions as the background value. To confirm the differences in H3K9me3 at the candidate TF-binding sites, we recalculated the H3K9me3 signals at these sites and assessed the significance of the differences using the Kruskal-Wallis test followed by Dunn’s multiple comparison test.

### Statistics and reproducibility

Error bars in the graphical data represent the Standard Error of the Mean (SEM). For all the presented boxplots, the center line represents the median value, the lower and upper hinges correspond to the first and third quartiles (the 25th and 75th percentiles), the whisker extends from the hinge to the largest or smallest value at most 1.5 * IQR (inter-quartile range) of the hinge. The one-tailed Wilcoxon rank-sum test was used to analyze the significant difference between different groups in Fig. 3b. The two-tailed Wilcoxon rank-sum test was used to analyze the significant difference between different groups in Figs. 2c, 6h and Supplementary Fig. 4f, 6n. The two-tailed Student’s *t* test was used to analyze the significant difference between different groups in Figs. 2d, 3f, 3g, 3h, 5b, 6c, 6e, 6f and Supplementary Fig. 2d, 5b–e, 6b, 6d–g, 6i. Two-tailed Fisher’s exact test was used to analyze the data in Fig. 4d and Supplementary Fig. 4e, 6m, 6o. ChIP-seq and RNA-seq experiments were performed two to six times for each group. The precise numbers of replicates and the data qualities were summarized in a Source Data file.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The H3K9me3 ULI-NChIP-seq data for oocytes, sperm, PN3, PN5, 2C, 4C, 8C, morula, ICM and TE of fertilized embryos were obtained from a previous publication^26^ (GSE97778), and the H3K9me3 ULI-NChIP-seq data for CC, 6 hpa, 14 hpa, 2C, 4C, 8C, morula, ICM and TE of SCNT embryos were generated in this study. The RNA-seq data for oocytes, PN5, E2C, L2C, 4C, 8C and ICM of fertilized embryos were obtained from a previous publication^82^ (GSE71434). The RNA-seq data for SCNT embryos and other embryos were generated in this study. The DNA methylation data for SCNT and fertilized embryos were obtained from a previous publication^10^ (GSE108711). The ChIP-seq data of Mcrs1 in mESCs were obtained from a previous publication^87^ (GSE51746). The raw sequence data reported in this paper have been deposited into the Gene Expression Omnibus (GEO). The accession number for the SCNT H3K9me3 ChIP-seq, CUT&RUN, and RNA-seq data generated in this paper is GSE195762. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

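RNA-seq libraries made by Smart-seq2 were used from 2 experiments. The first holds 3 libraries of CCs and 53 libraries of cumulus cell-derived SCNT embryos, with 5 at 4C and 6 at each of 6 hpa, 14 hpa, E2C, L2C, 8C and morula and of the ICM and TE of blastocysts. The second holds 12 libraries of the ICM and TE of fertilized blastocysts injected with control MO, Max MO or Mcrs1 MO, with 2 libraries per group. Conditions and replicate numbers were taken from the sample labels, except that the 4 control libraries of the second experiment, labelled control and untreated, were taken as control MO from the legend of Fig. 5e, which gives the control MO a higher concentration than the other morpholinos. One 4C library is replicate 5 in its label and 6 in the name of its deposited table, and the label was used.

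According to the paper, the authors trimmed the reads with Cutadapt, mapped them to mm10 with HISAT2 and obtained TPM values with StringTie. The authors compared genes with DESeq2. The authors deposited one gene table per library, 68 in all, with the coverage, FPKM and TPM of each gene. The deposited TPM column holds the values of 2 overlapping sets of rows. The first set is the loci assembled from that library, and its TPM sums to 1000000. The second set is the genes of a reference annotation, with 24421 symbols in every table on between 24686 and 25071 rows. Since the sum of both sets is above 1000000, the column was treated as TPM on the scale of the assembled loci. The deposited FPKM was used only to take the ratio of TPM to FPKM in each library, and the deposited coverage signal only with FPKM, as a measure of depth. The assembled loci carry other identifiers in each library and were not compared between libraries.

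The TPM of a reference gene listed on several rows was summed. The tables hold no counts, so no test for counts was run, the alternatives with count tests that had been listed were not run, and no counting interval or floor is given. Coverage divided by FPKM is the number of aligned gigabases under StringTie's formula. It ranged from 1.00 to 5.17 over the 68 libraries. In 13 libraries Ldha, and in 1 or 2 libraries Rpl3, Tbp, Pgk1 and Tuba1b, were below 1 TPM, so a low value of a single gene in a single library can be a missed gene. No 2 libraries held the same values, and the highest Pearson correlation was 0.998, between CC replicates 2 and 3. As a check of the labels, the highest value of 4 Y-linked genes was 0 TPM in CCs and 0.139 TPM in the SCNT libraries.

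Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. For comparisons across genes, log2(TPM + 1) was fitted with limma (lmFit, and eBayes with a trend) on genes with a mean TPM of at least 1 over the libraries of the fit, 11219 in the morpholino experiment and 11867 in the SCNT experiment. The list of Fig. 3c was tested without that filter, on 23938 genes. A gene was past the threshold with a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. The morpholino fit held 6 groups and the SCNT fit 9, each sharing one estimate of the spread. The response to a morpholino was compared between the ICM and TE by an interaction term. Families of genes were tested with limma's camera at an inter-gene correlation of 0.01, over 16 tests. Single genes, the Usp17l sum and a score of ICM markers minus TE markers were compared by two-sided exact permutation tests of the difference of means, and the p-values of these 9 comparisons were adjusted together. Whether the treatments separate was tested by all 225 pairings of the libraries within the lineages.

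On simulated data, with 200 genes changed in the morpholino design, limma called 59.5% of them and 4 of its 123 calls were false. In the SCNT design it called 74.5%, and 10 of its 159 calls were false. On the 11219 genes of the morpholino fit, limma's camera found a shifted set of 60 genes and gave p under 0.05 for 2 of 200 sets without a shift. The separation test gave p under 0.05 in 20 of 20 simulated experiments with a shift and in 1 of 20 without, each with 2000 genes. All these simulations drew independent noise for each gene with the same spread in all groups, and no library batch. They do not show the error rates on the deposited data, nor those of camera on families of genes that vary together.

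Libraries of different groups share replicate numbers in the labels, which do not say that such libraries came from the same embryos. The pairing was therefore an alternative, and its check was the correlation across genes of the deviations of same-numbered libraries from their group means. The other alternatives were a pseudocount of 0.1, all genes above 0 in at least 1 library, genes with a mean TPM of at least 5, TPM rescaled over annotated genes, quantile normalization, fits of fewer groups, replicates 1 to 3 or 4 to 6 alone, single replicates left out, fry in place of camera, and principal components of log2(TPM + 1). The largest row of each gene in place of the sum, and the removal of a trend on gene length or GC content (lowess with a span of 0.3 against the GENCODE vM21 transcripts, which cover 95.7% of the reference genes), were added after the data were seen.

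Of the genes that the paper names by their expression, the text names those that its passages rest on, and most genes of Fig. 3c are given as a list only. For each comparison it also names up to 2 of the largest rises and up to 2 of the largest falls among genes past the threshold with a mean TPM of at least 5 and no overlap between the compared groups, without gene models. Rn45s, Sf3a2 and Tfap2c in the other comparisons were named after their values were seen. Overexpression embryos, fertilized embryos of the earlier publication, SCNT embryos from other donor cells, repeat elements and the ChIP-seq and CUT&RUN data were not analysed here.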

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

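The tests of technical explanations in this part were all chosen only after the result was seen. Among 80 groups of 5 or 6 libraries with reported values, the highest or lowest library stood far from the others in 13, where chance gives about 4. These 13 values come from 8 libraries, of which 7 have a replicate number from 1 to 3.

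Several of them are the first replicate around zygotic genome activation. At E2C, replicate 1 held 26.2 TPM of Zscan4c where the other 5 libraries held at most 1.73, and 7.46 TPM of Usp17lb where the others held at most 0.707. At L2C the same replicate was the lowest, with 0.0665 TPM of Zscan4c against at least 9.48 and with 0.0972 TPM of Usp17lb against at least 37.4. A mislabelled sample would place these libraries nearer to the other stage. Over 11867 genes, 2 of the 2 libraries were nearer to their own stage, E2C replicate 1 with r = 0.938 against 0.866 to L2C, and L2C replicate 1 with r = 0.870 against 0.719 to E2C. If reads shared between paralogs were the cause, the pattern would vanish in the sum over the family. Replicate 1 stayed past the threshold in 3 of 4 sums of the Zscan4 or Usp17l genes, although its gap relative to the range was smaller in all 4 sums than for the single gene. For the Usp17l sum at L2C, 1.27 against 42.7 to 355 TPM, the gap was below the threshold. The L2C library is unusual in another way. Its reference genes held 30.4% of the TPM, against 51.4% to 61.8% in the other L2C libraries. Its depth, 3.37 on the scale of coverage over FPKM, lies within that of the others (3.05 to 4.67), which goes against depth as the cause. Loci that overlap no reference gene held 36.7% of its TPM against 19.8% to 25.1%, but the shares on and outside reference genes are parts of one total, so reads outside reference genes cannot be told apart from the low sum itself and do not explain it. The design gives no condition within a stage, and no biological explanation was tested.

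At 14 hpa replicate 1 was the lowest library for Zscan4c, with 0.0586 TPM against at least 1.81, and Usp17ld was listed at 0 TPM in it against at least 1.25. It is also the 14 hpa library with the fewest genes at 1 TPM or more, 7438, and the lowest depth, 1.90. Dux at E2C was at 1.86 TPM in replicate 4 and at most 0.0707 in the others. Whether reads from other copies of Dux entered that value was not tested, and no biological explanation was tested for these values.

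In the ICM, Mcrs1 was at 1.11 TPM in replicate 3, with the others between 63.7 and 185, and Mycn at 0.379 TPM in replicate 2, with the others between 5.74 and 15.0. Genes missed by libraries that detect few genes are a candidate explanation. Among genes with a mean of at least 20 TPM in the other ICM libraries, at least 339 were under 2 TPM in each of replicates 1 to 3, and at most 14 in each of replicates 4 to 6. This explanation remains, and no biological one was tested.

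For library measures, E2C replicate 2 held 10917 reference genes at 1 TPM or more, where the others held at most 10207. It is also the deepest E2C library, with a coverage to FPKM ratio of 4.49 against at most 3.47, so that depth remains as an explanation. L2C replicate 3 had a ratio of 4.67 against at most 3.45, and no explanation was tested for it.

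Eif2s3y, a Y-linked gene the paper does not discuss, was higher in both morpholinos than in control MO, by 1.67 (Max MO ICM), 1.71 (Max MO TE), 1.97 (Mcrs1 MO ICM) and 1.39 (Mcrs1 MO TE) on the log2 scale. All 8 knockdown libraries, from 95.8 to 152 TPM, lay above the 4 control MO libraries, from 27.7 to 47.4. Xist, which is expressed from the inactive X, was lower in all 4 comparisons, by -2.64, -2.80, -2.62 and -2.44 (limma adjusted p = 0.00983, 0.0400, 0.0219 and 0.0387), with adjusted p up to 0.119 over its alternatives. If more of the pooled cells were male in the knockdowns, the sex of the pooled cells would raise all 4 Y-linked genes. Of 16 Y-linked log2 changes, 9 were above 0, so a common rise was not seen. Those of Ddx3y were -0.66, 0.16, 0.58 and -0.32 in the same order, each with a standard error of 0.56. A rise as large as that of Eif2s3y lies outside this error, but a smaller one does not. Eif2s3y and Xist both moved as a higher male share would move them, so that explanation is not excluded. Gene length bias was tested by removing the trend on length, which left a mean change of Xist of -1.72. The ratio of TPM to FPKM separates all control MO libraries from all knockdown libraries by 0.475, a gap that can itself follow from differences in expression. An effect of the morpholinos on these genes cannot be told apart from a library batch of the control libraries. A difference in the sex of the pooled cells also remains.

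Loci that the authors' assembly placed outside any reference gene held a mean of 24.5% of the TPM at L2C, against 6.67% to 7.18% in CCs. It is not specific to L2C, with means of 17.2% at 14 hpa, 18.0% at E2C and 23.6% at 4C, and the L2C mean is raised by replicate 1 (36.7%). The paper does not report on these loci. Their identifiers differ between libraries, so they were not compared further, and neither a technical nor a biological explanation was tested.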

How the results depend on the processing

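The alternatives were set before the data were examined, except the largest row of each gene and the removal of trends on gene length and GC content, which were chosen only after the data were seen. No test in this part was chosen only after a result was seen apart from those.

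The treatments of the morpholino experiment stayed the best of all groupings under the 6 alternatives, with 37.4% to 46.8% of the sum of squares within treatments. With groupings restricted to pairs with different replicate numbers, the exact permutation test with the replicate block gave 41.6% with p = 0.0278, the smallest that 36 groupings allow. Same-numbered libraries did not deviate together in this experiment (r between -0.041 and 0.055), and the fits with the replicate number as a block gave 2590, 208, 1051 and 525 genes for Max MO in the ICM and TE and Mcrs1 MO in the ICM and TE. Histone modifiers and oxidative phosphorylation passed in 4 of 4 comparisons under all 10 alternatives run for them, a count that cannot rise and does not show the size of the change. With the trend on gene length removed, the median difference from other genes in the Max MO ICM went from 1.70 to 0.61 for oxidative phosphorylation and from -0.84 to -0.51 for histone modifiers. Max at 14 hpa was above 8C under all 5 alternatives, by 3.18 to 3.96, and 0 genes of Fig. 3c were higher at E2C under all 8 alternatives, with between 1 and 8 genes at an unadjusted p under 0.05. The 8 came from replicates 4 to 6 alone, in which 3 genes of the list were lower at E2C than at 14 hpa. The paper chose this list for low expression in SCNT embryos, which by itself favours a count of 0 at E2C.

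The counts of genes in the morpholino comparisons moved with the fit. Fitting each lineage alone gave 1071 and 1026 genes for Max MO in the ICM and TE and 2 and 1542 for Mcrs1 MO. Testing all genes above 0 gave 170 for Max MO in the TE and 721 for Mcrs1 MO in the ICM, and 45 and 24 genes whose response to Max MO and Mcrs1 MO differed between the lineages, where a pseudocount of 0.1 gave 1 and 1. Quantile normalization gave 173 genes (91 higher, 82 lower) for Max MO and 329 (173 higher, 156 lower) for Mcrs1 MO in the TE. For Max MO in the ICM it turned 970 higher and 1689 lower genes into 1134 and 1021. For Mcrs1 MO in the ICM, 547 higher and 584 lower genes became 525 and 415, and 438 and 701 with TPM rescaled to annotated genes. Quantile normalization removes the median shift of all genes, which was -0.21, -0.19, -0.05 and -0.24 in the 4 comparisons. Removing the trend on gene length gave 1516, 110, 656 and 347 genes. Ribosomal proteins then passed in 1 of 4 comparisons, as with fry (1). Ribosome biogenesis factors passed in 0 with fry and in 0 with quantile normalization. With one replicate left out, their median difference from other genes ran from -0.18 to 0.34 in the Max MO ICM and from -0.31 to 0.21 in the Mcrs1 MO ICM. Leaving out a replicate leaves 1 library per group, so that no test was run there. Of the genes named for chromatin in the ICM, Dnmt1 was past the threshold in 6 of 10 alternatives with Max MO (adjusted p up to 0.120) and in 5 of 10 with Mcrs1 MO (up to 0.151), Ezh2 in 9 and 8, and Kmt2c in 10 and 7, in the same order. Suv39h1 with Max MO was past it in 8, and the targets Max and Mcrs1 in the ICM of their own knockdowns in 7 and 9. The first component carried 27.5% of the variance on log2(TPM + 1).

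In the SCNT experiment the counts moved with the replicates taken and with the fit. Replicates 1 to 3 alone gave 1318 genes (1012 higher, 306 lower) for E2C against 14 hpa, 2578 for L2C against E2C, 974 (137 higher, 837 lower) for the ICM against the TE and 4 genes of Fig. 3c at L2C. For the ICM against the TE, replicates 4 to 6 alone gave the opposite balance, 498 higher and 414 lower of 912. Quantile normalization gave 1134 genes at E2C against 14 hpa and 398 (185 higher, 213 lower, against 175 and 459) for the ICM against the TE, and for L2C against E2C it turned 2812 higher and 1329 lower genes into 2307 and 2486, where TPM rescaled to annotated genes gave 4013 and 1066. The ICM against the TE gave 364 genes with a mean TPM of at least 5 and 18 in a fit over the 2 groups only. SCNT against control MO in the ICM gave 309 genes with a pseudocount of 0.1, 314 with a mean TPM of at least 5, 1465 with SCNT replicates 1 to 3 and 974 with replicates 4 to 6. In the TE these gave 3194 and 2413. Quantile normalization turned 222 higher and 258 lower genes in the ICM into 392 and 159, and 470 and 841 in the TE into 782 and 403.

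Of the single values, the Usp17l sum from 14 hpa to E2C was 1.33 in replicates 1 to 3 and -0.68 in replicates 4 to 6, and Dux was -0.49 with a pseudocount of 0.1 and -0.19 in replicates 1 to 3. Mcrs1 from E2C to 4C was -0.80 in replicates 1 to 3 and 1.75 in replicates 4 to 6, and ran from -0.45 to 0.87 with one 4C library left out. Max from 8C to the ICM was -0.25 in replicates 4 to 6. The marker score was 1.31 in replicates 1 to 3 and 3.07 in replicates 4 to 6. With the replicate block, the rises of Usp17lb (5.11) and of Mycn (2.47) had p = 0.0625 in exact sign-flip tests. Eed in the Max MO TE was -0.0228 with TPM rescaled to annotated genes, -0.0493 with quantile normalization, -0.177 with the trend on gene length removed and -0.0263 with that on GC content removed. Over 671 values of 68 single-gene results under the alternatives, 53 were no longer past the threshold, 9 newly past it, 605 on the same side in the same direction and 4, the values of Eed above, reversed in direction. The cause was not tested for any of these changes. Tests for counts and the principal components of all assembled loci were not run, since the tables hold no counts and the loci carry other identifiers in each library. The tables give no counts, so how far depth limits a single gene is not known.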

Differences from the paper's values

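No test in this part was chosen after a result was seen. In Fig. 3e the paper's value of Usp17lb in SCNT embryos is about 900 TPM at L2C and about 600 TPM at 4C, read by eye. The deposited tables gave means of 114 TPM at L2C and 57.8 TPM at 4C. The paper's value of Usp17lc is about 70 TPM at E2C and about 100 TPM at L2C in Fig. 3e, read by eye, against 5.13 and 11.8 TPM here. The legend of Fig. 3e names the quantity only as expression level, so whether it is the mean TPM of a gene is not certain. It gives n = 6 for SCNT embryos, where 4C has 5 libraries here. The alternatives run for these means, all set before the data were examined, did not close the gaps to Fig. 3e. With TPM rescaled to annotated genes the means were 207, 93.3, 8.08 and 21.0 TPM, in the same order. With replicates 1 to 3 they were 120, 45.4, 5.94 and 8.76 TPM. With replicates 4 to 6 they were 108, 76.3, 4.31 and 14.8 TPM. Quantile normalization and the other alternatives were not run for them.

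The share of variance on the axes of Fig. 5e, about 48 and about 33 percent read by eye, was within 1.5 times of the 49.0% and 33.0% found on unlogged TPM. On log2(TPM + 1) the first share was 27.5%.

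The paper names Eed among the genes influenced by Max MO and Mcrs1 MO. No setting that was run, whether set before the data were examined or added after they were seen, placed Eed past the threshold in any of the 4 comparisons. Its changes under these settings ran from -0.81 in the Max MO ICM, where the lowest limma adjusted p was 0.0516, to 0.64 in the Mcrs1 MO TE, where the limma adjusted p was 0.136 and ran from 0.0479 to 0.430 over the alternatives. The paper names Suv39h1, Dnmt1, Ezh2 and Kmt2c as examples too, and relates Kmt2c and Ezh2 to Mcrs1 MO in a later section, without saying in which lineage they changed. Suv39h1 with Mcrs1 MO was past the threshold in neither lineage under any setting, and Ezh2 in the TE with neither morpholino under any setting. Dnmt1 and Suv39h1 in the Max MO TE were past it only when the TE was fitted alone (log2 fold change -1.73 and -1.12). Kmt2c in the TE was past it with both morpholinos when all genes above 0 were tested, with genes of a mean TPM of at least 5 and when the TE was fitted alone (-1.49 and -1.36). Dnmt1 in the Mcrs1 MO TE was past it under no setting (-1.31).

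Fig. 5f places ribosome biogenesis among the processes of upregulated genes. The ribosome biogenesis factors passed in 1 of the 4 comparisons here, the Mcrs1 MO TE, and no setting that was run gave more than 1.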

Other observations

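The counts of other splits of the samples were chosen before the results were seen, the tests of gene length and GC content on the families were added after the data were seen but before the results for the families, and every other test of an explanation in this part was chosen only after the result was seen.

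For SCNT embryos, other splits of the libraries were compared with the stages. Each of 32 splits kept one library of every same-numbered pair in each group, and the others exchange the stages of 1 to 5 replicate numbers. For E2C against 14 hpa, 1 of the 32 splits, the real one, gave as many as 692 genes, and the next highest gave 308. For L2C against E2C it was 1 of 32 splits (4141 genes, next highest 2513), and for the ICM against the TE 1 of 32 splits (634 genes, next highest 405). For the genes of Fig. 3c at E2C, all 32 splits gave at least the 0 genes of the real one, up to 3, which a count of 0 fixes in advance, so that this comparison shows nothing about a rise (1 gene had an unadjusted p under 0.05). At L2C, 2 of 32 splits gave 14 genes. The other one exchanges replicates 2 to 6, the mirror of exchanging the libraries of replicate 1 only, whose L2C library was low for several of these genes.

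The ICM and TE of SCNT blastocysts differed in 634 genes, of which 175 were higher and 459 lower in the ICM, and in 787 with the replicate number as a replicate block (same-numbered libraries deviated together with r = 0.218). The count depends on the spread shared with the other stages, since a fit over the ICM and TE only gave 18 genes. With quantile normalization there were 398, of which 185 were higher and 213 lower. The largest rises were Upp1 (log2 fold change 4.09) and Tcl1 (3.19) and the largest falls Anxa3 (-5.05) and Pdzk1ip1 (-3.72). Cdx2 was lower in the ICM by 1.90, a log2 fold change of -1.90 with limma adjusted p = 0.0110 and up to 0.477 over its alternatives. A score of ICM markers minus TE markers was higher in all 6 ICM libraries than in all 6 TE libraries, by 2.19 on the log2 scale (two-sided exact permutation test, p = 0.00216, the smallest that 6 libraries against 6 allow, adjusted p = 0.00974).

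The replicates numbered 1 to 3 and 4 to 6 of the SCNT libraries differ, although the labels name no batch. The numbers of genes at 1 TPM or more did not overlap between these groups in 5 of the 8 stages with 6 libraries, where chance gives 10% of such stages. The difference was largest in the ICM, with medians of 6228 and 9845 genes. If depth were the cause in all stages, the deeper group would detect more genes in each, and it did so in 4 of 8. In the ICM, where replicates 1 to 3 had a depth of 2.42 to 2.66 and replicates 4 to 6 of 3.65 to 4.22, in the TE (2.15 to 2.58 and 3.87 to 4.28) and at E2C the deeper group detected more. Depth alone does not give the low numbers in the ICM, since replicates 1 to 3 of the TE detected 8401 to 8728 genes and those of the ICM 6177 to 6771. For the TE and E2C depth remains as an explanation. At E2C, replicates 1 to 3 correlated with the L2C libraries at r of 0.861 to 0.870 and replicates 4 to 6 at 0.747 to 0.751, and with the 14 hpa libraries at 0.885 to 0.899 and 0.947 to 0.956. Whether the embryos of these groups were collected at different times was not tested, and no condition in the labels separates them.

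The families of Fig. 5f were weighed against technical explanations. Of the 16 tests, 13 passed in the direction of that figure, which the paper drew from the same experiment. With the trend on gene length removed 10 passed, and with the trend on GC content removed 13, the same with the replicate number as a block. With the length trend removed, the ribosomal proteins passed in 1 of 4 comparisons, and the histone modifiers and oxidative phosphorylation in all 4. The median difference of oxidative phosphorylation from the other genes went from 1.70, 0.96, 1.09 and 1.07 to 0.61, 0.42, 0.51 and 0.44, and that of the histone modifiers from -0.84, -0.56, -0.77 and -0.64 to -0.51, -0.30, -0.44 and -0.30. Gene length bias could therefore account for part of the change in all 3 families. For the histone modifiers and oxidative phosphorylation a change remained after the correction. The correction used the longest transcript of each symbol, which need not be the transcript expressed. A larger share from gene length is therefore not excluded. For depth, 1 of the 2 control MO ICM libraries (2.32) lay within the range of the knockdown ICM libraries (1.98 to 2.91). The other (1.81) lay below that range, so these libraries cannot exclude depth as the cause in that lineage. The ratio of TPM to FPKM parts the control libraries from the knockdown libraries by 0.475. This ratio depends on which transcripts are abundant, so the gap may restate the difference in expression and is no independent sign of a library batch. The library batch of the control libraries cannot be told apart from the treatment. A change of these families after the loss of MAX or MCRS1, and a difference in library preparation, both remain. A difference in depth remains as well, in the ICM and also in the TE, where it was not tested. The control MO TE libraries had depths of 1.00 and 2.23, against 3.19 and 3.05 with Max MO and 2.25 and 2.09 with Mcrs1 MO.

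Rn45s, the 45S pre-ribosomal RNA, is a gene the paper does not discuss. It held 7809 to 13013 TPM in the 4 control MO libraries and 168 to 630 TPM in the 8 Max MO and Mcrs1 MO libraries, log2 changes of -3.98, -4.92, -4.03 and -5.61. If ribosomal RNA carried into the control MO libraries were the cause, the control MO libraries would be the exception among all others. Of the other 64 libraries, 0 reached the lowest control MO library, with at most 3850 TPM in an SCNT library. This explanation therefore remains, and the ratio of TPM to FPKM, at least 2.73 in the control MO libraries and at most 2.56 in the other 64, also sets these 4 libraries apart, although it is not independent of their transcripts. Sf3a2 was also higher in control MO, with at least 68.8 TPM against at most 15.9 in the knockdowns. Tfap2c, a TE marker, was lower in all 4 comparisons (-2.03, -1.72, -1.95 and -1.70), with limma adjusted p of 9.1e-04, 0.0206, 0.00375 and 0.00827 and up to 0.0663 over the alternatives. No explanation was tested for these 2 genes.

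SCNT blastocysts and control MO blastocysts come from separate experiments with other embryos and injections, so their difference is given as values only. In the ICM 480 genes were past the threshold (222 higher and 258 lower in SCNT) and in the TE 1311 (470 higher and 841 lower), with a median change over all genes of -0.90 and -0.79. With 2 control MO libraries per lineage the shared replicate numbers paired 2 libraries at most, with r of 0.039 and 0.009.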
